# Windpipe Controls *Drosophila* Intestinal Homeostasis by Regulating JAK/STAT Pathway via Promoting Receptor Endocytosis and Lysosomal Degradation

**DOI:** 10.1371/journal.pgen.1005180

**Published:** 2015-04-29

**Authors:** Wenyan Ren, Yan Zhang, Min Li, Longfei Wu, Guolun Wang, Gyeong-Hun Baeg, Jia You, Zhouhua Li, Xinhua Lin

## Abstract

The adult intestinal homeostasis is tightly controlled by proper proliferation and differentiation of intestinal stem cells. The JAK/STAT (Janus Kinase/Signal Transducer and Activator of Transcription) signaling pathway is essential for the regulation of adult stem cell activities and maintenance of intestinal homeostasis. Currently, it remains largely unknown how JAK/STAT signaling activities are regulated in these processes. Here we have identified *windpipe* (*wdp*) as a novel component of the JAK/STAT pathway. We demonstrate that Wdp is positively regulated by JAK/STAT signaling in *Drosophila* adult intestines. Loss of *wdp* activity results in the disruption of midgut homeostasis under normal and regenerative conditions. Conversely, ectopic expression of Wdp inhibits JAK/STAT signaling activity. Importantly, we show that Wdp interacts with the receptor Domeless (Dome), and promotes its internalization for subsequent lysosomal degradation. Together, these data led us to propose that Wdp acts as a novel negative feedback regulator of the JAK/STAT pathway in regulating intestinal homeostasis.

## Author Summary

Effective tissue homeostasis requires a proper balance between the removal of dead cells and production of new cells. Due to environmental challenges, the *Drosophila* midgut epithelial cells are damaged from time to time and intestinal stem cells (ISC) can accelerate their proliferative rate to replace the lost midgut epithelium. The JAK/STAT pathway plays essential roles in these progresses. Upon damage, Upd ligands produced by dying enterocytes (ECs) activate JAK/STAT signaling in ISCs to promote their proliferation and differentiation. However, after damage how JAK/STAT signaling is switched from a highly active state to a homeostatic state is not yet fully understood. In this study, we identified the leucine rich repeats (LRR) protein Windpipe (Wdp) as a novel negative feedback regulator of JAK/STAT signaling during intestinal development. Wdp expression was induced by high levels of JAK/STAT signaling in intestines. And loss of Wdp leads to midgut homeostasis loss and increased ISC proliferation. Furthermore, we found Wdp in turn negatively regulates JAK/STAT signaling activity through promoting Domeless receptor endocytosis and lysosomal degradation. In this way, high levels of JAK/STAT signaling is switched off by Wdp, which ensure ISCs return to the homeostatic state after tissue damage.

## Introduction

The JAK/STAT pathway is evolutionarily conserved from *Drosophila* to mammals, and plays important roles in various developmental processes including cellular proliferation, innate immune response and stem cell development [1–4]. Dysregulation of the JAK/STAT pathway is associated with many human diseases, such as immune disorders and cancers [5–7]. Therefore, the JAK/STAT pathway is tightly controlled by various regulators and mechanisms to ensure proper signaling. While the core components of this pathway are well-documented, it is less understood how the duration of its signal activity is temporally regulated.

*Drosophila* is an excellent model to investigate the regulation of JAK/STAT signaling. Compared with various isoforms of the JAK/STAT pathway components in mammals [8–10], *Drosophila* has a relatively simple signal transduction cascade: a one-pass transmembrane receptor, Domeless (Dome) [11, 12]; a tyrosine JAK kinase, Hopscotch (Hop) [13]; a transcription factor, STAT92E [14, 15]; and three different ligands including Unpaired (Upd) [16], Upd2 [17], and Upd3 [18]. In the canonical pathway, binding of Dome receptor with its extracellular ligands induces Dome dimerization or oligomerization, which leads to juxtaposition of Hop. Hop molecules cross-phosphorylate each other and then phosphorylate Dome to generate docking sites for cytoplasmic STAT92E. Once bound to the Dome/Hop complex, STAT92E molecules are phosphorylated, form dimers, and then translocate into the nucleus, where they bind to defined STAT92E binding sites, and regulate the transcription of downstream target genes [1, 19]. This signaling transduction is under tight control at multiple steps to avoid improper signal activation [1, 9]. Several negative feedback regulators such as Socs36E and Ptp61F are identified to be involved in switching off JAK/STAT signaling during developmental processes [20–22].

JAK/STAT signaling pathway plays important roles in *Drosophila* adult midgut homeostasis and tissue regeneration. Due to dietary stress, tissue injury, or pathogen infection, intestinal epithelial cells turn over rapidly and midgut homeostasis is maintained by intestinal stem cells (ISC). A basally localized ISC divides asymmetrically to give rise to a renewed ISC and a non-dividing, undifferentiated enteroblast (EB). EBs then differentiate into either absorptive enterocytes (EC) or secretory enteroendocrine cells (ee) [23, 24]. Several signaling pathways including Notch, JAK/STAT, EGFR, Hippo, insulin, BMP and Wnt have been shown to regulate the maintenance, proliferation, and differentiation of ISCs [23–41]. Under physiological conditions, JAK/STAT signaling promotes ISC proliferation and is also required for the differentiation of ECs and ee cells [26–28, 42, 43]. In addition, the JAK/STAT pathway plays crucial roles during midgut regeneration. After bacterial infection or physical injury, the expression of Upd ligands such as Upd3 is induced. Secreted Upd ligands from ECs activate JAK/STAT signaling in ISCs, which rapidly increase their proliferation rate to replenish the damaged midgut epithelium [26, 44–46]. However, the mechanisms of how highly activated JAK/STAT signaling returns to normal levels after injury remain poorly understood.

*Drosophila* Windpipe (Wdp) is a single-pass transmembrane protein containing four leucine-rich repeats (LRR) in the extracellular domain, and is highly expressed in the developing trachea [47]. Currently, the biological function of this protein has not been defined. In this study, we have identified *wdp* as a novel component of the JAK/STAT pathway. We showed that Wdp is positively regulated by JAK/STAT signaling. Loss of *wdp* results in disruption of midgut homeostasis under physiological conditions, and potentiates tissue regeneration under damage conditions. Conversely, ectopically expressed Wdp negatively regulates JAK/STAT signaling. Importantly, we demonstrate that Wdp can promote Dome internalization and subsequent lysosomal degradation. Together, we propose that Wdp controls intestinal homeostasis by interfering with JAK/STAT signaling activity via a negative feedback mechanism.

## Results

### Wdp expression is positively regulated by JAK/STAT signaling in *Drosophila* midguts

Although the JAK/STAT pathway is required for regulating midgut homeostasis under physiological conditions and damage-induced tissue regeneration, how JAK/STAT signaling executes its functions during these processes remains largely unknown. So far, only a few STAT92E target genes including *Socs36E*, *zfh1*, and *chinmo*, have been identified [48–50]. To further explore the regulatory mechanism of the JAK/STAT pathway in midguts, we performed ChIP-Seq experiments aimed at identifying novel downstream targets of the JAK/STAT pathway. 

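The ChIP-Seq data came from adult intestines in which the temperature-sensitive esg-Gal4 driver (esgts), which is active in the progenitor cells of the midgut, expressed Upd and STAT92E for 10 days at 29°C. About 400 adult intestines were cross-linked, and the sheared chromatin was immunoprecipitated with an antibody against STAT92E raised in mouse. This gave 1 ChIP library. 1 library of input DNA, from intestines of the same genotype and without immunoprecipitation, was the control. No replicate library and no ChIP library from another genotype was analysed here, so the values describe these libraries and carry no error between experiments. The authors deposited a list of peaks called on this pair of libraries. For each peak it gives the position, a rank, a false discovery rate (FDR), the largest log2 ratio of ChIP to input and the smallest Poisson p-value, and all of these are the authors' values. It also gives the normalized reads of both libraries in the peak, in a column marked M and a column marked I. M was taken as the ChIP library, after the mouse antibody, and I as the input. The paper's text does not name the peak caller, the aligner or the genome build. The chromosome names (such as 2RHet and Uextra) follow release 5 of the Drosophila genome, and positions are given as in the list. All ChIP values below 5000 were whole multiples of 0.0625, and all input values below 50 were whole multiples of 0.0364. If a read that lies wholly in a peak counts as 16 steps, 1 input read weighed 0.582 as much as 1 ChIP read, which would make the input library 1.72 times as deep as the ChIP library if they were scaled to each other. The total reads of the libraries are not in the list, so their depth is unknown. On the same reading, 3 input reads correspond to 1.75 normalized reads. An input at or under this floor was found in 1355 of the peaks (91.1%), and a fold of ChIP over such an input is given as a lower bound. The bound sets the input to the one-sided 95% Poisson upper limit of its reads, which is 3 reads where the input is 0. It covers the counting error of the input only. In 570 peaks the input was 0. In 96.3% of these peaks, the listed ratio was a ChIP value on this step with a pseudocount of 1 added, over the pseudocount, so that it was set by the ChIP reads alone.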

ChIP-Seq experiments were carried out in intestines ectopically expressing Upd and STAT92E in the progenitor cells (*esg* ^*ts*^ *>upd*; *STAT)*. In these experiments, we identified about 200 candidates with at least one peak (p<0.01) in the gene regulatory region. 

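The list held 1487 peaks, with a median length of 150 bp. The largest log2 ratio of ChIP to input in a peak ranged from 4.69 to 11.27, with a median of 5.35. The median peak had 56.9 normalized ChIP reads and 0.218 normalized input reads. The chromosome arms carried 1202 of the peaks, with 275 on 3L, 267 on 3R, 239 on 2L, 211 on X, 201 on 2R and 9 on chromosome 4. The other 285 peaks (19.2%) lay in heterochromatic or unplaced sequence, of which 154 were on Uextra and 54 on U. When peaks on the chromosome arms within 20 kb of each other were joined, 932 separate groups of peaks remained. This count was made after the list had been examined. It was 1112 when peaks were joined within 5 kb and 684 when they were joined within 50 kb. The list names no genes and the paper's text does not define the gene regulatory region, so the candidates with a peak in the regulatory region were not counted here.

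**Figure D1:**
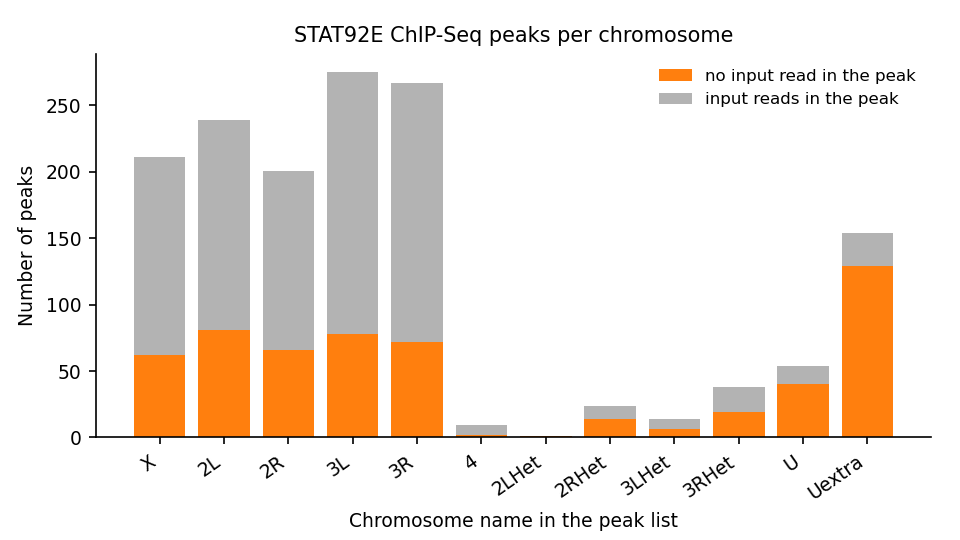
Number of STAT92E ChIP-Seq peaks (y axis) for each chromosome name in the list (x axis). The orange part of a bar is the number of peaks with no input read and the grey part the number with input reads, and 129 of the 154 peaks on Uextra had no input read.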

The previously well-characterized JAK/STAT downstream targets, including *Domeless* [51], *Socs36E* [20], and *STAT92E* [52, 53], were recovered in our experiments (S1 Table), indicating that our ChIP approach is workable to identify potential novel targets.

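Domeless (dome, CG14226) had 1 peak, on X from 19577210 to 19577429, which S1 Table places in the 5′ UTR. It had 643.8 normalized ChIP reads against 17.6 in the input, a 36.6-fold enrichment, and ranked 891 by the listed log2 ratio of 5.25. By the number of ChIP reads the same peak ranked 13. Socs36E (CG15154) had 5 peaks between 18140260 and 18150879 on 2L, all in introns according to S1 Table. Their ranks were 30, 43, 181, 185 and 318, with listed log2 ratios from 5.75 to 6.71. The Socs36E peak with the most reads, from 18148850 to 18149199, had 1420.2 normalized ChIP reads against 19.0 in the input, which is 74.8-fold. Stat92E (CG4257) had 2 peaks on 3R in the first intron. The peak from 16376070 to 16376269 ranked 697, with 367.8 ChIP reads against 8.58 in the input (42.9-fold). The peak from 16368450 to 16368579 ranked 1001, with 67.2 ChIP reads and an input under the floor, so that it was enriched at least 20.2-fold. Thus 2 of these 8 peaks, both at Socs36E, were among the first 148 peaks, which are the top 10% of the list. From the recovery of these known targets, the paper reasons that its ChIP approach is workable for finding potential targets.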

From the candidate genes, *wdp*, a gene previously shown to be highly expressed in the developing trachea [47], was identified. 

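In the list, which is ordered by the authors' test statistic, the highest-ranked peak at wdp (CG3413) was peak 114 of 1487, within the first 7.67%. The test statistic was a linear function of the log2 ratio of ChIP to input, so the rank by enrichment was the same. The other wdp peaks ranked 562 (37.8%) and 851 (57.2%). The position of wdp depended on the measure used for ranking. By the Poisson p-value, the wdp peak with the smallest p shared the capped value of the column with 401 other peaks. Its rank is then anywhere from 1 to 402, with an average of 201.5 (13.6%). By normalized ChIP reads, a measure chosen after the list had been examined, it ranked 67 (4.51%). Among the 30 genes of S1 Table, which are a selection from the candidates, wdp was at position 10 by its best peak.

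**Figure D2:**
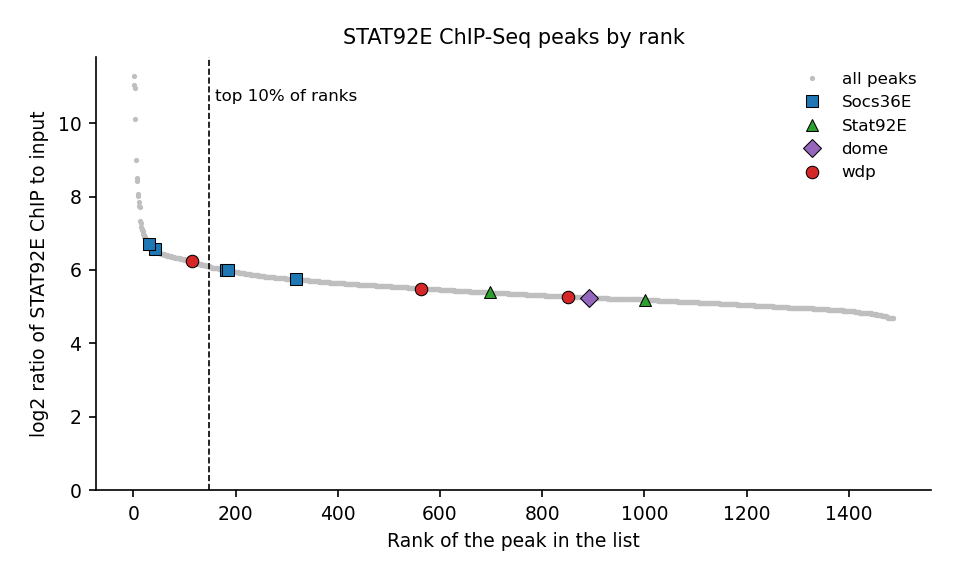
Largest log2 ratio of STAT92E ChIP to input in each peak (y axis) against the rank of the peak in the list (x axis). Grey points are all 1487 peaks, coloured symbols are the peaks at Socs36E, Stat92E, dome and wdp, and the dashed line marks the top 10% of ranks, to the left of which lie 2 Socs36E peaks and 1 wdp peak.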

Wdp was ranked in the top 10% through our bioinformatics analysis of ChIP results. At least 3 significant peaks (p<0.01) containing conserved STAT92E binding sites (TTCN3/4GAA) [15] were found in the 5’ UTR and genomic region of *wdp* (Fig 1A). Moreover, *wdp* mRNA levels as determined by RT-qPCR were increased in response to ectopic JAK/STAT signaling in *esg* ^*ts*^>*upd* intestines (Fig 1B). 

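The list held 3 peaks in the wdp region on chromosome 2R. The first spanned 18200920 to 18201189, which S1 Table places 1.5 kb upstream of wdp. It had 111 normalized ChIP reads against 0.255 in the input, at least 50.1-fold, with a listed log2 ratio of 6.23 and a -log10 Poisson p of 76.0. The other peaks lay in the second intron according to S1 Table and were separated by 190 bp. The peak from 18194720 to 18194899 had 57.5 ChIP reads against 0.364 in the input, at least 24.0-fold, with a log2 ratio of 5.49 and a -log10 Poisson p of 40.8. The peak from 18194370 to 18194529 had the most reads of the 3, with 177 in the ChIP library and 3.75 in the input. Its enrichment was 47.3-fold, its log2 ratio 5.27 and its -log10 Poisson p 100, the highest value in the list. All 3 had a listed FDR of 0. The next peaks on 2R were 11380 bp away on the upstream side, at 18212570, and 825280 bp away on the other side. The paper's S1 Table counts 3 STAT92E binding sites around the upstream peak and 4 around each intron peak. The genome sequence of this build was not used here, so the sites were not counted again. The paper states that these peaks contain conserved STAT92E binding sites.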

To further analyze the transcriptional regulation of *wdp* by JAK/STAT signaling, we identified four potential STAT92E binding sites (BS1-, BS2-, BS3- and BS4), and generated luciferase reporters that contain these potential binding sites. With the addition of Upd expressing S2 cells, the luciferase activity in cells transfected with BS2-, BS3- or BS4- luciferase constructs was obviously increased (Fig 1C). These results suggest that the expression of Wdp might be regulated by JAK/STAT signaling through BS2, BS3 and BS4 binding sites.

**Fig 1:**
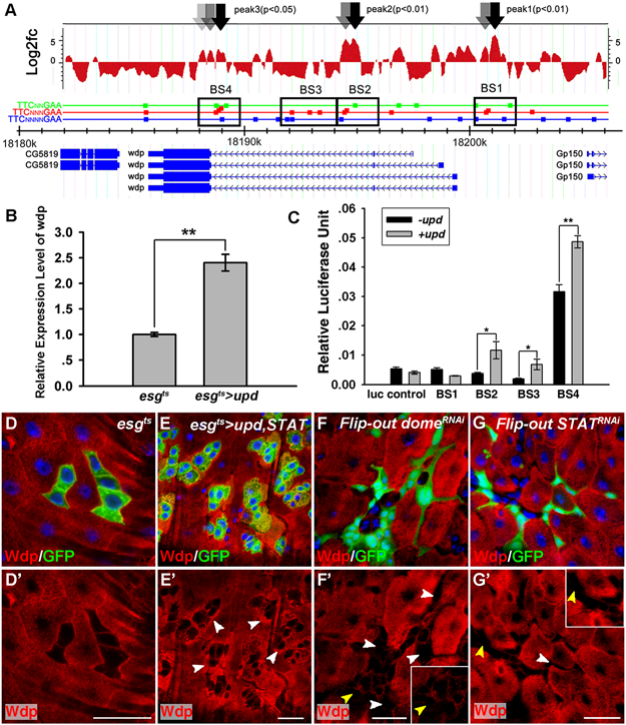
Wdp expression is positively regulated by JAK/STAT signaling in *Drosophila* intestines. (A) ChIP analysis was performed to monitor the binding of STAT92E to *wdp* genomic regions with STAT92E antibody using adult intestines expressing Upd and STAT92E under the *esg^ts^* driver for 10 days at 29°C. The localization of four putative STAT92E-binding sites (BS1-4) is indicated by a black square frame. The square boxes with green, red or blue colors represent putative STAT92E binding sites localized in *wdp* genomic region with 2, 3 or 4 spacers respectively. (B) *wdp* mRNA expression was obviously increased in *esg^ts^>upd* intestines at 29°C for 7 days using RT-qPCR quantification. Mean ± SD are shown. **p<0.01. (C) The relative activity of the indicated luciferase vectors, which contain different putative STAT92E binding sites (BS1-4) from *wdp* genomic regions, upon addition of Upd expressing cells. Mean ± SD are shown. *p<0.1, **p<0.01. (D and D’) Wdp (red, by Wdp) is ubiquitously expressed in both small progenitor cells and large nuclei ECs in control midguts at 29°C for 7 days. (E and E’) Wdp expression (red, by Wdp) was significantly increased around the GFP+ clusters (arrowheads) in *esg^ts^* >*upd*, *STAT* midguts at 29°C for 7 days. (F and F’) Wdp expression (red, by Wdp) was reduced in the Flip-out clones (arrowheads) knocking down Dome at 29°C for 7 days. Square box is the enlarged image of the position labeled by yellow arrowhead. (G and G’) Wdp expression (red, by Wdp) was reduced in the Flip-out clones (arrowheads) knocking down STAT at 29°C for 7 days. Square box is the enlarged image of the position labeled by yellow arrowhead. Blue indicates DAPI staining. Scale bars, 20μm.

Next we wanted to determine whether the expression of Wdp is regulated by JAK/STAT signaling *in vivo* in *Drosophila* posterior midgut. First, the expression pattern of Wdp was examined by immunostaining with anti-Wdp antibody. The specificity of anti-Wdp antibody was verified (S1G–S1I Fig). Then we determined Wdp expression pattern in midguts and imaginal discs (S1 Fig). Wdp was ubiquitously expressed in wild-type intestines (Fig 1D, 1D’ and S1A–S1D’ Fig). When we used *esg* ^*ts*^ to overexpress Upd and STAT in progenitor cells, we found Wdp protein levels were increased around the GFP^+^ clusters (Fig 1E and 1E’). Furthermore, we blocked JAK/STAT signaling activity by expressing *dome RNAi* or *STAT RNAi*, and found Wdp expression was reduced in *dome RNAi*/*STAT RNAi* expressing cells (Fig 1F–1G’ and S2A–S2D’ Fig). Besides, Wdp expression was also reduced in *STAT92E* ^*06346*^ mutant clones (S2E–S2F’ Fig). To further confirm the regulation of Wdp by JAK/STAT signaling in ISCs, we first generated *Notch* ^*264-39*^ mutant ISC clusters and found Wdp was mainly localized on the cell membrane in ISCs. However, Wdp expression levels were reduced in the ISC clusters deficient for stat92E with simultaneous Notch knockdown (S2G–S2H’ Fig), indicating that Wdp expression was reduced in JAK/STAT signaling deficient ISCs. Taken together, these data indicate that *wdp*, as a putative target of STAT92E, is positively regulated by JAK/STAT signaling in *Drosophila* intestines.

### Loss of *wdp* disrupts midgut homeostasis under physiological conditions and potentiates tissue regeneration under damage conditions

Next, we examined the possible functions of *wdp* in midgut homeostasis. We generated 2 alleles of *wdp* mutants by imprecise excision of *P{wHy}wdp* ^*DG23704*^ (S1E Fig) and selected *wdp* ^*1*^ for further experiment. *wdp* ^*1*^ is likely a functional null mutant, as half of the *wdp* coding sequence is removed. Consistently, *wdp* transcription in *wdp* ^*1/1*^ homozygotes was abolished compared with *WT* (S1F Fig). Homozygous *wdp* ^*1/1*^ flies are semi-lethal with a few escapers displaying no visual phenotypes.

To examine the function of Wdp in the posterior midgut, we used *esg-lacZ*, *Dl-lacZ* and *Su(H)GBE-lacZ* to mark progenitor cells, ISCs and EBs respectively. Compared with the controls, the number of *esg-lacZ* positive cells was significantly increased in *wdp* ^*1/1*^ mutant intestines (Fig 2A, 2B and 2Q). Similar phenotype in *wdp* ^*1/2*^ trans-heterozygotes was observed (S3E–S3G Fig), excluding the existence of possible background mutations. We also found an increased number of *Dl-lacZ* and *Su(H)GBE-lacZ* positive cells in *wdp* ^*1/1*^ intestines (Fig 2C–2F and 2Q). Moreover, the number of *10×STAT GFP* positive cells was obviously increased (Fig 2G and 2H). In addition, 10×STAT GFP seems to appear in the large putative EC cells (arrows in Fig 2H). These results suggest that midgut homeostasis is disrupted upon *wdp* loss under normal conditions.

**Fig 2:**
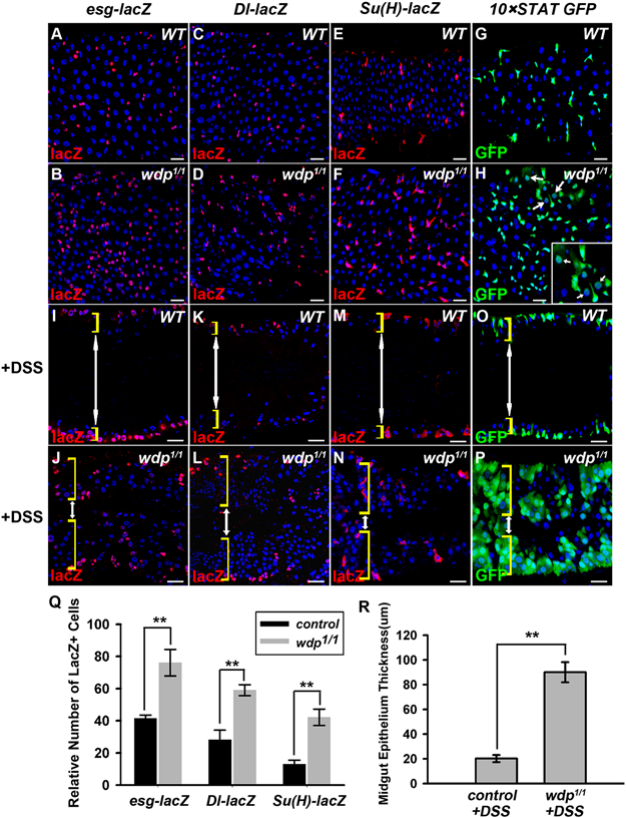
Loss of *wdp* disrupts midgut homeostasis under normal conditions and potentiates DSS-induced midgut regeneration. (A and B) The progenitor cells (red, by *esg-lacZ*) in control (A) or *wdp^1/1^* adult midguts (B) at 25°C for 7 days. (C and D) ISCs (red, by *Dl-lacZ*) in control (C) or *wdp^1/1^* adult midguts (D) at 25°C for 7 days. (E and F) EBs [red, by *Su(H)GBE-lacZ*] in control (E) or *wdp^1/1^* adult midguts (F) at 25°C for 7 days. (G and H) *10×STAT GFP* positive cells in control (G) or *wdp^1/1^* adult midguts (H) at 25°C for 7 days. The appearance of 10×STAT GFP in putative ECs was observed in *wdp^1/1^* mutants (arrows in H). Square box in H shows the enlarged image of the position labeled by white arrows. (I and J) The progenitor cells (red, by *esg-lacZ*) in the cross-section of midgut epithelium from control (I) or *wdp^1/1^* adults (J) upon 3% DSS treatment at 29°C for 4 days. Both sides of the midgut epithelium are shown. The yellow brackets indicate the intestinal wall and the white double-headed arrows indicate the intestinal lumen. (K and L) ISCs (red, by *Dl-lacZ*) in the cross-section of midgut epithelium from control (K) or *wdp^1/1^* adults (L) upon 3% DSS treatment at 29°C for 4 days. (M and N) EBs [red, by *Su(H)GBE-lacZ*] in the cross-section of midgut epithelium from control (M) or *wdp^1/1^* adults (N) upon 3% DSS treatment at 29°C for 4 days. (O and P) *10×STAT GFP* positive cells in the cross-section of midgut epithelium from control (O) or *wdp^1/1^* adults (P) upon 3% DSS treatment at 29°C for 4 days. (Q) Quantification of the relative number of *esg-lacZ*, *Dl-lacZ* or *Su (H)-lacZ* positive cells in *wdp^1/1^* adult midguts at 25°C for 7 days. Mean±SD are shown. n = 5–10 intestines. **p<0.01. (R) The thickness of midgut epithelium (μm) from control or *wdp^1/1^* adults upon 3% DSS treatment at 29°C for 4 days. Mean±SD are shown. n = 8–10 intestines. **p<0.01. Blue indicates DAPI staining. Scale bars, 20μm.

We further examined the roles of Wdp under damage conditions. Midgut regeneration of *wdp* ^*1/1*^ adults was monitored in response to dextran sulfate sodium (DSS) feeding, which is used to investigate ISC proliferation and tissue regeneration upon damage [54]. Adult flies aged at 3 or 4 days were treated with 3% DSS for 4 days. Under DSS treatment, *wdp* ^*1/1*^ adults showed dramatic hyperplasia and extensive multilayering of the midgut epithelium compared with controls (Fig 2I–2P and 2R). Moreover, the number of progenitor cells and *10×STAT GFP* positive cells was also increased (Fig 2I–2P), indicating that tissue damage induced midgut regeneration was abnormally enhanced in the absence of *wdp*. Collectively, these data indicate that loss of *wdp* disrupts midgut homeostasis under normal conditions and potentiates tissue regeneration under damage conditions.

### Wdp inhibits ISC proliferation and restricts ISC overproliferation induced by ectopic JAK/STAT signaling

We further examined whether Wdp is involved in regulating ISC activity. First, mosaic analysis with repressible cell marker (MARCM) approach was used to generate GFP positively marked clones for *wdp* ^*1*^ mutants [55]. The control ISC clones contained an average of 7–8 cells per clone 6 days after clone induction (ACI) (Fig 3A, 3D and 3E). In contrast, the *wdp* ^*1*^ mutant ISC clones contained up to 30 cells per clone 6d ACI (Fig 3B, 3D and 3F). Moreover, the number of Dl/Pros positive cells, which mark ISC/ee respectively, was increased in *wdp* ^*1*^ mutant ISC clones compared with controls (Fig 3A and 3B). In addition, Brdu incorporation within *wdp* ^*1*^ mutant clones was also enhanced (Fig 3E, 3F and 3H), suggesting that loss of Wdp led to the increased proliferation of ISCs.

**Fig 3:**
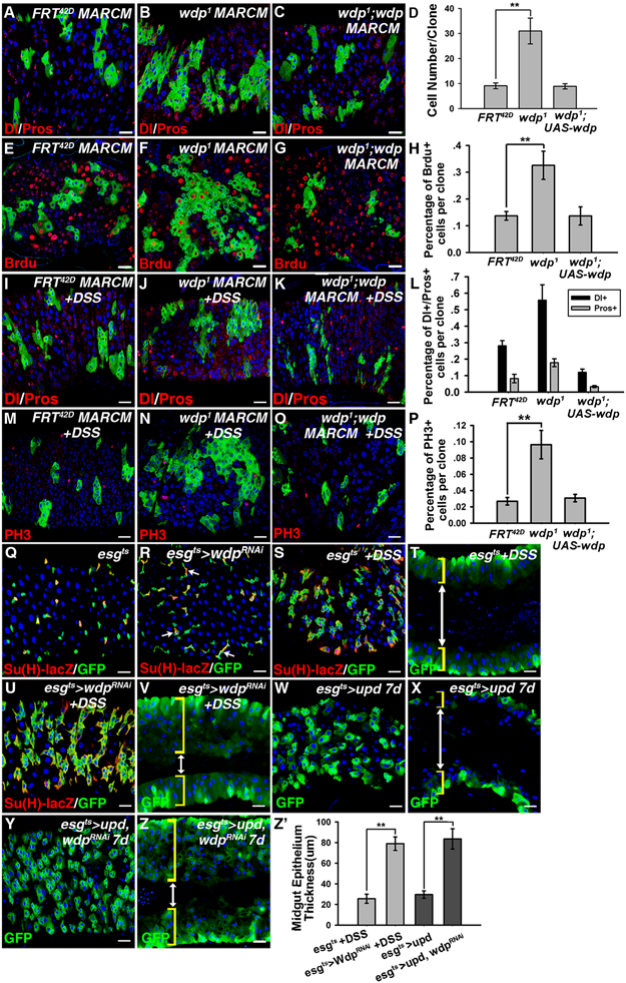
Wdp inhibits ISC proliferation and restricts the ISC overproliferation caused by ectopic JAK/STAT signaling. (A-C) Dl/Pros in MARCM control clones (A), MARCM clones of *wdp^1^* cells (B) and MARCM clones of *wdp^1^* cells with simultaneous Wdp expression (C). The overproliferation of ISC observed in *wdp^1^* mutant MARCM clones (B) was rescued in the presence of transgenic *wdp* (C). (D) Quantification of clone size 6D ACI, including control, *wdp^1^* mutant and *wdp^1^* mutant while expressing transgenic *wdp* MARCM clones. Mean±SD are shown. n = 9 intestines. **p<0.01. (E-G) Brdu incorporation (Red, by Brdu) in MARCM control clones (E), *wdp^1^* mutant clones (F) and *wdp^1^* mutant clones with simultaneous Wdp expression (G). The increased Brdu incorporation in *wdp^1^* mutant MARCM clones (F) was rescued with the simultaneous Wdp expression (G). (H) Quantification about the percentage of Brdu incorporation per clone with different genotypes. Mean±SD are shown. n = 6–9 intestines. **p<0.01. (I-P) Adult flies with control (I and M), *wdp^1^* mutant (J and N) and *wdp^1^* mutant while expressing transgenic Wdp (K and O) MARCM clones were treated with DSS at 29°C for 4 days. Under stress conditions, the number of Dl/Pros positive cells within *wdp^1^* clones was also increased compared with controls (I and J). The overabundance of PH3 positive cells due to *wdp* depletion (M and N) was suppressed in the presence of transgenic *wdp* (O). (L) Quantification about the percentage of Dl+ and Pros+ cells per clone with indicated genotypes under DSS treatment. Mean±SD are shown. n = 8–10 intestines. (P) Quantification about the percentage of PH3+ cells per clone in intestines containing different MARCM clones under DSS treatment. Mean±SD are shown. n = 11–15 intestines. **p<0.01. (Q and R) The number of GFP+ cells was mildly increased upon knockdown of *wdp* using *Su(H)GBE-lacZ; esg^ts^* driver (R) compared with controls (Q) at 29°C for 7 days. (S-V) Adult flies of *esg^ts^* or *esg^ts^* >*wdp RNAi* were treated with 3% DSS for 4 days at 29°C. Cross-section of midgut epithelium with the indicated genotypes was shown in T and V. Upon DSS treatment, the number of GFP+ clusters (S and U) as well as the thickness of midgut epithelium (T and V) from *esgts >wdp RNAi* midguts were significantly increased compared with controls. The intestinal lumen is indicated by white double-headed arrows and the intestinal wall by yellow brackets. (W-Z) The overproliferation of ISCs caused by *upd* expression (W and X) using the *esg^ts^* driver was strikingly enhanced with simultaneous *wdp* knockdown (Y and Z). Cross-section of midgut epithelium with the indicated genotypes was shown in X and Z. (Z’) Quantification of midgut epithelium thickness (μm) with the indicated genotypes. Mean±SD are shown. n = 7–10 intestines. **p<0.01. Blue indicates DAPI staining. Scale bars, 20μm.

We also examined the role of *wdp* in regulating ISC proliferation under damage conditions. Adult flies carrying MARCM clones of various genotypes were fed with DSS. Consistently, we found the size of *wdp* ^*1*^ mutant clones was obviously enlarged, and the number of Dl/Pros positive cells was also increased within *wdp* ^*1*^ clones compared with controls under damage conditions (Fig 3I, 3J and 3L). Similarly, the number of PH3 positive cells per gut was enhanced in the intestines containing *wdp* ^*1*^ mutant clones (Fig 3M, 3N and 3P). It is important to mention that the increased ISC proliferation of *wdp* ^*1*^ mutants under physiological conditions or damage conditions could be rescued by simultaneous *wdp* expression (Fig 3C, 3G, 3K and 3O), confirming that the observed defects were derived from loss of Wdp activity.

We also knocked down Wdp in progenitor cells by expressing *wdp RNAi* driven by *esg* ^*ts*^. A mild increase in GFP^+^ cells was observed when *wdp* was knocked down in the progenitor cells (Fig 3Q and 3R). Moreover, when the *wdp* knockdown flies were treated with DSS, the number of *GFP+* cells was increased, and the midgut epithelium exhibited extensive multilayering compared with controls (Fig 3S–3V). This suggests that the tissue damage induced ISC proliferation was enhanced in the absence of *wdp*. Taken together, the above data derived from *wdp* mutant clones and RNAi experiments indicate that *wdp* restricts ISC proliferation under normal and regenerative conditions.

As *wdp* expression could be induced by ectopic JAK/STAT signaling in the intestines, we examined its role under high levels of JAK/STAT signaling. When *upd* was ectopically expressed using the *esg* ^*ts*^ driver, ISC proliferation was obviously increased (Fig 3W and 3X). Surprisingly, simultaneous knockdown of *wdp* enhanced the excessive ISC proliferation induced by ectopic Upd expression, as determined by the increase in GFP^+^ cells and a thickened midgut epithelium (Fig 3Y–3Z’). These results indicate that Wdp restricts ISCs from excessive proliferation caused by ectopic JAK/STAT signaling.

### Wdp downregulates JAK/STAT signaling activity

To gain insights into the mechanistic role of *wdp* in the JAK/STAT pathway, we examined its potential regulation of JAK/STAT signaling in other developmental processes. Eye imaginal disc is a good model to investigate JAK/STAT signaling [56, 57]. We detected the expression of Wdp in 3^rd^ instar eye discs (S1J Fig). 10×STAT GFP is used as the signaling readout [58], which is detected throughout the posterior part of early 3rd instar eye discs (Fig 4A and 4A’). When *wdp* was ectopically expressed using *mirror-Gal4* in the dorsal compartment, the levels of 10×STAT GFP were obviously reduced (Fig 4B and 4B’). Consistently, the activity of 10×STAT GFP was also decreased in the flip-out clones overexpressing Wdp compared with surrounding WT cells (Fig 4C–4D’). On the contrary, we detected enhanced expression region of 10×STAT GFP in the *wdp* ^*1/1*^ homozygous eye discs (S4A–S4C Fig). Moreover, Wdp knockdown using *mirror-gal4* also led to the enlarged 10×STAT GFP region in the dorsal compartment of 3^rd^ instar eye discs (S4D–S4D‴ Fig). These data indicate that Wdp negatively regulates JAK/STAT signaling in eye discs. In contrast, Wingless (Wg), Hedgehog (Hh), and Decapentaplegic (Dpp) signaling pathways were not affected when *wdp* was ectopically expressed (S5 Fig), suggesting that Wdp mainly regulates JAK/STAT signaling in imaginal discs.

**Fig 4:**
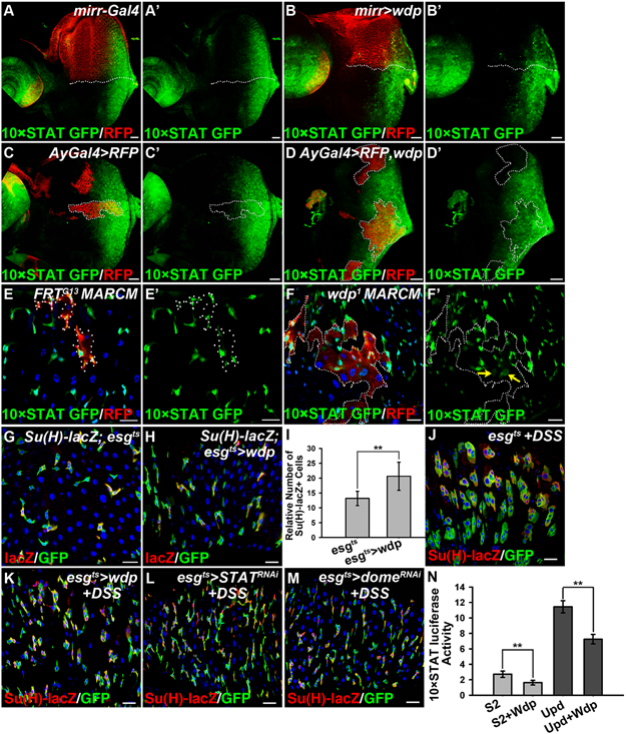
Wdp negatively regulates JAK/STAT signaling. (A and A’) In WT, 10×STAT GFP is highly expressed throughout the posterior part of early 3rd instar eye discs. All the eye discs shown here are oriented anterior left, dorsal up. D/V boundary is shown by the dotted line. (B and B’) The levels of 10×STAT GFP (B’) were reduced in the dorsal compartment of early 3^rd^ instar larva eye discs upon *wdp* expression using *mirrorGal4*. CD8-mRFP was used to mark the dorsal compartment. (C-C’) The activity of 10×STAT GFP in early 3^rd^ instar larva eye discs bearing the control flip-out clones (*Act>y+>Gal4*, *UAS-RFP*) marked by the presence of RFP and dotted lines. (D-D’) The activity of 10×STAT GFP was decreased in Wdp overexpressing clones marked by RFP expression and dotted lines compared with surrounding WT cells in early 3^rd^ instar larva eye discs. (E-F’) 10×STAT GFP was used to monitor the activity of JAK/STAT signaling in intestinal MARCM clones marked by the presence of RFP. The activity of 10×STAT GFP was increased in *wdp* ^1^ MARCM clones compared with surrounding wild-type cells (F and F’). Yellow arrows in F’ indicate the appearance of 10×STAT GFP in putative ECs. Dotted lines denote the position of MARCM clone cells. (G-I) A slightly increased number of EBs was found upon overexpression of *wdp* (H) using *esg^ts^* driver at 29°C for 10 days compared with controls (G). I shows quantification of *Su(H)GBE-lacZ* positive cells. Mean±SD are shown. n = 8 intestines. **p<0.01. (J-M) Adult flies of *esg^ts^* (J), *esgts>wdp* (K), *esgts>STAT RNAi* (L) or *esgts>Dome RNAi* (M) were treated with DSS for 4 days at 29°C before dissection. Overexpression of *wdp* using the *esg^ts^* driver (K) blocked the formation of large GFP+ clusters caused by DSS treatment. The phenotype was reminiscent of flies with STAT or Dome knockdown using *esg^ts^* driver (L and M) when fed with DSS. (N) The activity of *10×STAT luciferase* reporter in S2 cells transfected with *UAS-wdp*. Wdp expression was able to suppress the basal *luciferase* activity as well as Upd-induced upregulation of *10×STAT luciferase* activity. Mean±SD are shown. **p<0.01. Blue indicates DAPI staining in E-M. Scale bars, 20μm.

As mentioned above, loss of Wdp could potentiate Upd induced ISC proliferation (Fig 3W–3Z’), implying its regulation of JAK/STAT signaling in posterior midguts. To verify this hypothesis, we examined JAK/STAT signaling by detecting the activity of 10×STAT GFP in RFP positively marked intestinal MARCM clones. In *wdp* ^*1*^ mutant clones, the levels of 10×STAT GFP were mildly increased when compared with surrounding wild-type cells (Fig 4F and 4F’). Moreover, in *wdp* ^*1*^ mutant clones we detected 10×STAT GFP in the large cells (putative EC cells) as well as in small progenitors (arrows in Fig 4F’), implying JAK/STAT signaling maybe abnormally activated in ECs. However, in control clones there seems no obvious difference of 10×STAT GFP activity between RFP+ clones and RFP- cells. Besides, 10×STAT GFP was restricted in small progenitors (Fig 4E and 4E’). Furthermore, we examined the destabilized 10×STAT DGFP reporter [58] in *wdp* ^*1/1*^ intestines and found the activity of 10×STAT DGFP was obviously increased compared with controls (S4E–S4F’ Fig). Consistently, 10×STAT DGFP also appeared in large ECs in *wdp* ^*1/1*^ homozygotes (S4E–S4F’ Fig). These results suggest that JAK/STAT signaling was upregulated in the absence of *wdp*. Meanwhile, we used the *esg* ^*ts*^ driver to overexpress *wdp* in the progenitor cells and found mild increase of EBs under normal conditions (Fig 4G–4I). However, when *esg* ^*ts*^ *>wdp* flies were treated with DSS, the damage-induced tissue regeneration was suppressed. In contrast to the large GFP+ clusters containing both small diploid progenitors and large polyploid cells in the controls, there were no large GFP+ cells observed in the clusters of the *esg* ^*ts*^ *>wdp* midguts (Fig 4J and 4K). This was reminiscent of intestines with deficient JAK/STAT signaling by STAT or Dome knockdown under DSS treatment (Fig 4L and 4M). Altogether, these data suggest that Wdp could interfere with JAK/STAT signaling in posterior midguts.

We further assessed the activity of *10×STAT luciferase* reporter in S2 cells transfected with *wdp*. Consistently, we found Wdp expression was able to suppress the basal *10×STAT luciferase* as well as Upd-induced upregulation of *10×STAT luciferase* activity (Fig 4N). Taken together, the above data derived from different tissues indicate that Wdp is a negative regulator of the JAK/STAT signaling pathway.

### Wdp acts downstream of Upd but upstream of Hop

To determine the level at which Wdp modulates JAK/STAT signaling, we examined the epistatic relationship between Wdp and the JAK/STAT pathway components. When *hop* was ectopically expressed using *mirrorGal4* in eye discs, we observed increased JAK/STAT activity, as determined by an expanded expression region of 10×STAT GFP in the dorsal compartment which is marked by CD8-mRFP (Fig 5A and 5A’, arrow). Simultaneous expression of *wdp* failed to suppress the elevated JAK/STAT signaling caused by *hop* overexpression (Fig 5B, 5B’ and 5C), suggesting that Wdp acts upstream of Hop. Consistent with previous study [28], ectopic expression of Hop in midguts using the *esg* ^*ts*^ driver led to weak expansion of *esg* positive cells (Fig 5D and 5D’). ISC over-proliferation caused by *hop* expression was not affected in the presence of *wdp* (Fig 5E, 5E’ and 5F). Thus, these epistatic experiments performed in both the midguts and eye discs placed Wdp upstream of Hop.

**Fig 5:**
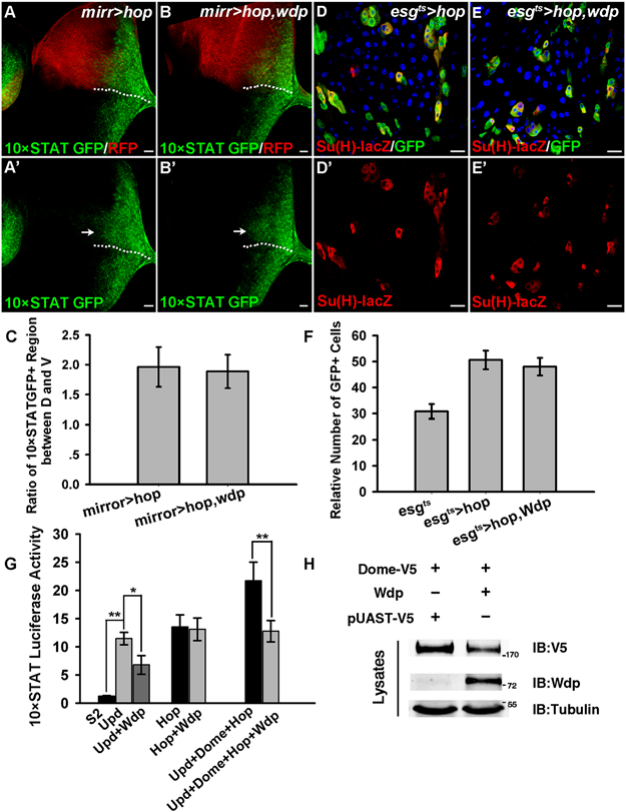
Wdp functions downstream of Upd but upstream of Hop. (A and A’) The activity and the expression regions of 10×STAT GFP were noticeably enhanced (arrow in A’) when *hop3w* was ectopically expressed using *mirrorGal4* in the dorsal compartment marked by CD8-mRFP of early 3^rd^ instar larva eye discs. D/V boundary is shown by the dotted line. All the eye discs shown here are oriented dorsal up, posterior right. (B and B’) Simultaneous expression of *wdp* was unable to suppress the increased 10×STAT GFP activity due to the *hop3w* overexpression in the dorsal compartment (arrow in B’). (C) Quantification about the ratio of 10×STAT GFP expression region (along the A-P axis) between dorsal and ventral part in early 3^rd^ instar eye discs with indicated genotypes. Mean±SD are shown. n = 9–10 discs. (D-D’) Ectopic expression of *hop3w* using the *esg^ts^* driver promotes ISC proliferation at 29°C for 7 days. (E-E’) Simultaneous expression of *wdp* cannot suppress overproliferation of ISC caused by ectopic *hop3w* expression using the *esg^ts^* driver at 29°C for 7 days. (F) Quantification of the relative number of *esgts>GFP* cells with indicated genotypes. Mean±SD are shown. n = 12–15 intestines. (G) The increased activity of *10×STAT luciferase* due to Upd expression can be suppressed by cotransfection of UAS-*wdp*. However, *wdp* overexpression can’t block the constitutive activation of JAK/STAT signaling caused by *hop*. The increased *10×STAT luciferase* activity resulting from cotransfection of UAS-*upd*, *dome* and *hop* was obviously suppressed in the presence of *wdp*. Mean±SD are shown. *p<0.1, **p<0.01. (H) S2 cells transfected with UAS-*dome-V5* alone or along with *wdp* were lysed and assessed for total Dome levels using V5 antibody. Blue indicates DAPI staining in D and E. Scale bars, 20μm.

To further confirm the genetic epistasis between Wdp and Hop, we assessed the activity of *10×STAT luciferase* reporter in S2 cells cotransfected with *wdp* and *hop-V5* vectors. Consistently, the increased *10×STAT luciferase* activity resulting from *hop* expression could not be blocked by cotransfection *of wdp*. However, ectopic expression of *wdp* was able to suppress the enhanced activity of *10×STAT luciferase* caused by Upd expression, indicating that Wdp acts downstream of Upd. In addition, increased *10×STAT luciferase* activity resulting from simultaneous transfection of UAS-*upd*, *dome*, and *hop* was significantly suppressed by cotransfection with *wdp* (Fig 5G). Moreover, we found Wdp expression could autonomously suppress the upregulation of JAK/STAT signaling caused by ectopic Upd expression in imaginal discs (S6 Fig), further confirming that Wdp functions downstream of Upd. Taken together, Wdp acts upstream of Hop but downstream of Upd to inhibit JAK/STAT signaling.

### Wdp interacts with Domeless and promotes its endocytosis and lysosomal degradation

The JAK/STAT pathway is under tight control at various steps by different regulators and regulatory mechanisms. Since Wdp functions upstream of Hop and downstream of Upd, we examined the possible regulation of Wdp to the Dome receptor. Importantly, the total levels of Dome were reduced in S2 cells coexpressing Wdp (Fig 5H), implying that Wdp may affect the stability of Dome. Previous study showed that JAK/STAT signaling is negatively regulated by endocytic trafficking [59]. One possibility is that Wdp promotes Dome endocytosis for subsequent degradation. To test this, we performed the following experiments. First, when S2 cells were transfected with *Dome-HA* alone, Dome was mainly localized on the cell membrane, with a few punctates detected in the cytoplasm (Fig 6B, 6B’ and 6D). However, when co-expressed with Wdp, the majority of Dome was present in the cytoplasm as vesicle-like punctates (Fig 6C, 6C’ and 6D), implying the endocytosis of Dome is enhanced. To further determine whether Wdp could promote Dome endocytosis, we carried out time-lapse imaging experiments. After the live S2 cells expressing Dome-GFP were incubated with endocytic dye FM 4–64 at room temperature for 1h, we examined the dynamics of Dome-GFP and chased its co-localization with FM 4–64 at different time points. As shown in Fig 6E, in the absence of Wdp the majority of Dome-GFP was localized on the cell membrane and little co-localization with FM 4–64 was detected. When cotransfected with *wdp*, Dome-GFP was mainly observed as intracellular particles, which were partially co-localized with FM 4–64 (see arrowheads in Fig 6F). Furthermore, we observed newly formed Dome-GFP endocytic vesicles trafficking from the cell membrane (S1 Movie). All of these tissue culture data based on the overexpressed Wdp suggest that Wdp can promote Dome internalization.

**Fig 6:**
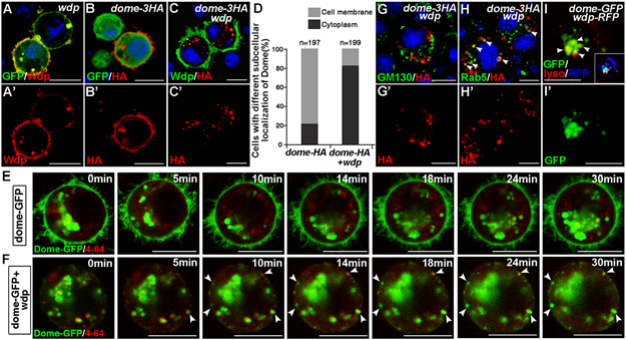
Wdp expression promotes Dome endocytosis and alters its subcellular localization in S2 cells. (A and A’) Wdp (red, by Wdp) was localized on the cell membrane in S2 cells cotransfected with *UAS-wdp* and *GFP-GPI* vectors. (B-C’) The subcellular localization of Dome in S2 cells transfected with the indicated vectors. In S2 cells expressing *dome-HA* alone, Dome-HA was mainly localized on the cell membrane and only few punctates were detected in the cytoplasm (B and B’). However, in S2 cells cotransfected with *dome-HA* and *wdp*, the majority of Dome-HA was detected as punctate particles in the cytoplasm instead of on the cell membrane (C and C’). (D) Ratio of S2 cells with Dome localized either on the cell membrane or in the cytoplasm when they were transfected with indicated vectors. (E and F) S2 cells transfected with *dome-GFP* alone (E) or in combination with *wdp* (F) were treated with 5μg/ml endocytic dye FM4-64 for 1h. And then time-lapse imaging was performed to detect dynamics of Dome-GFP and chase its co-localization with FM 4–64 at indicated time points. Arrowheads in F indicate the newly formed endocytic vesicles containing Dome-GFP on the cell membrane. (G-H’) S2 cells expressing Dome-HA and Wdp were immunostained with GM130 (G and G’) or Rab5 antibody (H and H’) to mark cis-Golgi or early endosome respectively. Dome-HA was partially co-localized with Rab5 (H, arrowheads). However, no obvious co-localization between Dome-HA and GM130 was observed (G). (I and I’) S2 cells cotransfected with *dome-GFP* and *wdp-RFP* were live stained with 50nM lysotracker solution for 2h. Dome-GFP was found to partially co-localize with the lysotracker as arrowheads shown in I. Square box is reduced image showing the overall expression of Dome-GFP (green), Wdp-RFP (blue) and lyso-tracker (red). Blue indicates DAPI staining in A-C and G-H. Scale bars, 10μm.

We further examined the co-localization of Dome with various vesicular markers in S2 cells. Little co-localization was observed between intracellular Dome and the cis-Golgi apparatus as marked by GM130 (Fig 6G and 6G’), implying the presence of intracellular Dome-GFP was not due to defects in exocytosis. However, a large amount of Dome intracellular particles were co-localized with the early endosome marker Rab5 (Fig 6H and 6H’). In addition, high levels of Dome-GFP were present in the lysosomes as labeled by lyso-tracker in live cells (Fig 6I and 6I’). Moreover, the appearance of Dome intracellular punctates observed in Wdp-coexpressing cells was partially suppressed by Rab5 dsRNA treatment (S7 Fig), indicating that the accumulation of Dome intracellular punctates was a result of Rab5-mediated endocytosis. Interestingly, the subcellular localization of other membrane proteins such as CD8-mRFP or GFP-GPI was not affected when coexpressed with Wdp (S8 Fig), suggesting that Wdp specifically promotes Dome endocytosis.

We also examined whether Wdp functions similarly *in vivo*. We generated flip-out clones overexpressing Dome alone or along with Wdp in the wing and eye imaginal discs. Consistent with previous reports [59–61], Dome-V5, as a transmembrane receptor, was mainly localized on the cell membrane, and also formed some intracellular punctate structures which could correspond to endocytic vesicles (Fig 7A–7A‴). Importantly, coexpression with Wdp caused a significant change in the subcellular localization of Dome (Fig 7B–7B‴). In the presence of Wdp, Dome was totally disappeared from the cell membrane, but was found as intracellular punctates (Fig 7B–7B‴), where they partially colocalized with the early endosome marker Rab5 (Fig 7C–7C‴). In addition, we also observed the same phenomena in the eye discs (S9 Fig). Therefore, these data suggest that enhanced Wdp expression could promote Dome internalization in the wing and eye discs.

**Fig 7:**
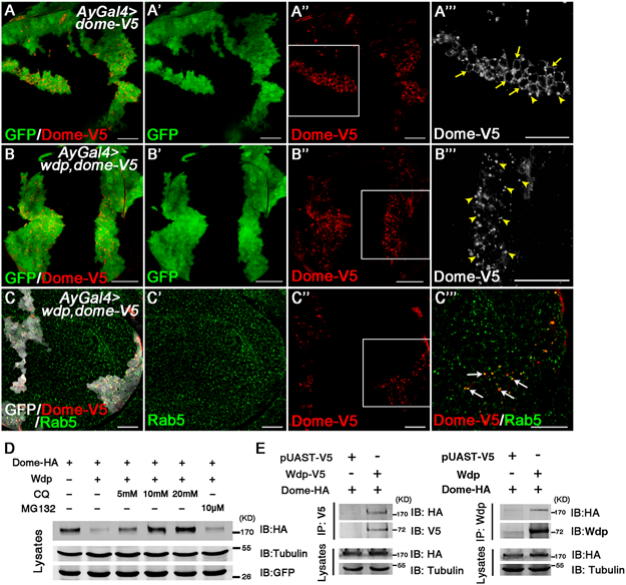
Wdp interacts with Dome to promote its internalization for lysosomal degradation. (A-A‴) In wing discs bearing GFP positively marked clones overexpressing Dome-V5 (*Act>y+>Gal4*, *UAS-GFP*, *UAS-dome-V5*), Dome-V5 was mainly localized on the cell membrane (yellow arrows) despite some intracellular punctates (yellow arrowheads). A‴ is the enlarged image of the position labeled by square box in A”. (B-B‴) Coexpression with Wdp alters the subcellular localization of Dome-V5. In wing discs bearing GFP positively marked clones expressing Dome-V5 together with Wdp (*Act>y+>Gal4*, *UAS-GFP*, *UAS-dome-V5*, *UAS-wdp*), Dome-V5 was depleted from cell membrane but detected as cytoplasmic punctate structures (yellow arrowheads). B‴ is the enlarged image of the position labeled by square box in B”. (C-C‴) The intracellular particles of Dome-V5 in the presence of Wdp were partially colocalized with early endosomes marked by Rab5 staining (white arrows). C‴ is the enlarged image of the position labeled by square box in C”. (D) To detect whether the internalized Dome was degraded, different concentrations of Chloroquine (5, 10 or 20mM) or 10 uM MG132 were used to treat S2 cells transfected with UAS-*dome-HA* and UAS-*wdp*. Then cell lysates were analyzed by western blotting with the indicated antibodies. (E) Wdp interacts with Dome in transfected S2 cells. HA-tagged *dome*, V5-tagged *wdp* (or no tagged *wdp)*, or pUAST-V5 were transfected individually or together into S2 cells. Cell lysates were immunoprecipitated and analyzed by western blotting with the antibodies indicated. All the wing discs shown here are oriented anterior left, dorsal up. Scale bars, 20μm.

To further determine whether Dome is degraded in the lysosomes after being internalized, S2 cells were treated with Chloroquine (CQ), a lysosomal inhibitor. Interestingly, we found the reduction of Dome levels caused by Wdp co-expression was restored upon Chloroquine treatment but not upon MG132 treatment, suggesting that the internalized Dome is undergoing lysosomal degradation rather than proteasome degradation (Fig 7D). This result is in agreement with the recently published paper showing that Dome undergoes lysosomal degradation [62]. Taken together, our data indicate that Wdp functions to promote Dome endocytosis through the endosomes, and subsequently to the lysosomes for degradation.

We then investigated whether Wdp interacts with Dome to promote its endocytosis. We transfected HA-tagged *Dome* and *wdp* (or V5-tagged *wdp)* into S2 cells and found HA-tagged Dome could co-immunoprecipitate with both Wdp and V5-tagged Wdp (Fig 7E). These data indicate that Wdp interacts with Dome in transfected cells. Taken together, our data suggest that Wdp interacts with Dome and then promote its internalization from the cell membrane into the early endosomes, and finally to the lysosomes for degradation. In this way, Wdp attenuates JAK/STAT signaling to avoid uncontrolled signaling activation.

## Discussion

In this study we have provided evidence that the LRR protein Wdp is a novel component of the JAK/STAT pathway that acts in a negative feedback manner to modulate JAK/STAT signaling activity and control intestinal homeostasis. Our *in vivo* and *in vitro* data indicate that *wdp* expression levels are positively regulated by JAK/STAT signaling. Loss of *wdp* disrupts midgut homeostasis under both physiological and damage conditions. Conversely, ectopic expression of Wdp leads to the reduction of JAK/STAT signaling activity. Mechanistically, we show that Wdp can interact with Dome, and promote Dome internalization and lysosomal degradation, thereby reducing JAK/STAT signaling activity.

### Wdp controls intestinal homeostasis through interfering with JAK/STAT signaling activity

Midgut homeostasis is tightly controlled by different signaling pathways. During tissue damage, JAK/STAT, EGFR, JNK and Hippo signaling pathways are required for ISC proliferation and midgut regeneration [26, 30, 32, 33, 46, 63–65]. On the other hand, other signaling pathways, such as BMP signaling, may negatively regulate intestinal homeostasis after injury, although there exists some controversy about the function of BMP signaling during *Drosophila* intestinal development [36–39]. However, the mechanism of how ISC activity returns to quiescence after injury remains largely unknown. Here, we demonstrate that Wdp controls intestinal homeostasis through interfering with JAK/STAT signaling activity to avoid tissue hyperplasia.

Our data indicate that loss of Wdp disrupts midgut homeostasis under normal conditions and potentiates tissue regeneration under damage conditions (Figs 2 and 3). The proliferation rate of ISCs mutant for *wdp* is increased, while the differentiation of EC and ee cells is not inhibited (Fig 3 and S3A–S3D Fig). In addition, ectopic Wdp expression suppressed the damage induced tissue regeneration. Our data further demonstrate that Wdp controls intestinal homeostasis through interfering with JAK/STAT signaling activity (Fig 4). First, Wdp acts as a JAK/STAT downstream target and its expression levels are positively regulated by JAK/STAT signaling (Fig 1 and S2 Fig). Second, Wdp functions in a negative feedback loop to modulate JAK/STAT signaling activity (Fig 4 and S4 Fig). It is interesting to note that JAK/STAT signaling is mainly activated in ISCs and EBs [26]. However, we found that Wdp expression levels seem higher in ECs compared with progenitor cells (S1A–S1D’ Fig). One explanation is that low levels of Wdp in progenitors may guarantee high levels of JAK/STAT signaling, while high levels of Wdp in ECs may serve to reduce Dome levels thereby making ECs insensitive to Upd ligands. Consistent with this view, previous work showed that Dome is mainly expressed in the progenitors but not in their progeny [26]. Moreover, we found Wdp knock down using EC specific *Myo1A* ^*ts*^ also leads to the disruption of midgut homeostasis and the presence of 10×STAT GFP in putative EC cells (S4G–S4H’ Fig), suggesting that JAK/STAT signaling is activated upon *wdp* knockdown in ECs. On the other hand, we found Wdp expression was reduced but not totally eliminated in JAK/STAT signaling deficient cells (S2 Fig), suggesting that the basal level of Wdp in intestines (especially in ECs) may also be regulated by other regulatory mechanisms or signaling pathways. Further experiments are needed to clarify this issue.

It’s important to mention that Wdp expression could be induced under injury conditions, such as DSS or bleomycin treatment (S2I Fig). Consistent with our results, two recent studies also identified *wdp* as an upregulated gene upon Ecc15 and *Pseudomonas entomophila* (*P*.*e*) infection through their microarray data respectively [44, 66]. These stress conditions are also associated with the activation of JAK/STAT signaling [26, 46]. Therefore, their findings are consistent with our view that Wdp can be induced by the JAK/STAT pathway and then restrict its signaling activity in restoring intestinal homeostasis after tissue damage.

We further demonstrated the regulation of Wdp to JAK/STAT signaling in eye discs and S2 cells. 10×STAT GFP activity was decreased in eye discs overexpressing Wdp (Fig 4A–4D’) while increased in *wdp* mutant eye discs (S4A–S4D‴ Fig). Similarly, a reduction of *10×STAT luciferase* activity was also observed in S2 cells transfected with Wdp (Fig 4N). Thus, we propose that Wdp is also likely to modulate JAK/STAT signaling activity for proper development of other tissues.

Taken together, we conclude that Wdp is involved in controlling intestinal homeostasis through interfering with JAK/STAT signaling in a negative feedback manner.

### Wdp inhibits JAK/STAT signaling through promoting Dome endocytosis

Previously, several studies have addressed the roles of endocytosis in regulating JAK/STAT signal pathway. The Noselli lab found blocking internalization led to an inhibition of JAK/STAT signaling activity [61], while the Zeidler group reported the opposite results [59]. Moreover, several recent studies demonstrate that loss of *ept/tsg101* or Rabex-5, two endocytic tumor suppressor genes, also induced JAK/STAT signaling activation and tissue overgrowth [67, 68]. Yet, the regulatory mechanism of how Dome receptors are internalized remains largely unknown. Here we demonstrate that Wdp promotes Dome endocytosis and subsequent lysosomal degradation. First, in S2 cells Wdp ectopic expression induces the formation of Dome endocytotic vesicles which were colocalized with the early endosome marker and lysosome marker (Fig 6). Second, we found Wdp expression can also promote Dome endocytosis in wing and eye imaginal discs. Furthermore, the decreased Dome levels caused by Wdp expression can be suppressed by CQ treatment (Fig 7). All of these data argue that Wdp acts to promote Dome endocytosis from the cell membrane, first into the early endosomes, and finally into the lysosomes for degradation. Previous work are mainly about Dome receptors undergo ligands induced endocytosis [59, 61], while in this work we show that Wdp is able to promote Dome internalization in a Upd independent manner. Our coimmnoprecipitation data indicate Wdp can interact with Dome (Fig 7E). Moreover, S1 Movie shows that Dome-GFP are aggregated on the cell membrane before they are internalized in the presence of Wdp. Therefore, one possible mechanism is that Wdp interacts with Dome, induces the aggregation of Dome on the cell membrane and then promotes Dome endocytosis. Further experiments are needed to define the detailed mechanism.

### A model for the role of Wdp in regulating JAK/STAT pathway during tissue damage

On the basis of our findings, the following model is proposed (Fig 8A and 8B): Wdp regulates intestinal homeostasis through its modulation of JAK/STAT signaling. Under physical conditions, low levels of Wdp in progenitors are needed to maintain proper levels of JAK/STAT signaling activity, while high levels of Wdp in ECs reduce Dome levels to ensure these cells are insensitive to JAK/STAT signaling. When midgut epithelium is damaged by environmental challenges, high levels of JAK/STAT signaling activity are induced to replenish the damaged midgut. Then Wdp expression is highly induced in the intestines to reduce Dome levels, thereby switching off the overactivated JAK/STAT signaling. Through this way, ISC proliferative rate returns to normal levels to avoid tissue hyperplasia. While other mechanisms or regulators are likely to be involved in regulating intestinal homeostasis, our data suggest that Wdp is one of the key regulators in this process through interfering with JAK/STAT signaling activity.

**Fig 8:**
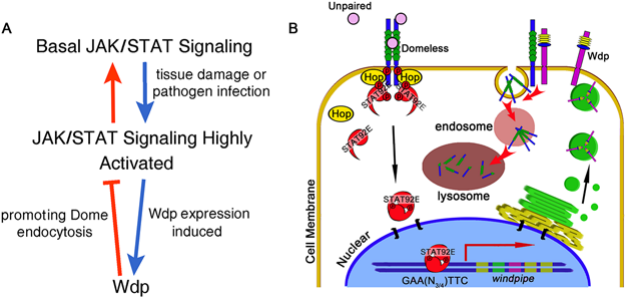
Model for the function of Wdp. During tissue damage or pathogen infection induced midgut regeneration, the JAK/STAT pathway is highly activated (A). In response to extracellular signaling, STAT92E dimers translocate into the nucleus, bind to its consensus binding sites at the genomic region of *wdp* and then promote its transcription. Newly synthesized Wdp protein is transported to the cell membrane, where it interacts with Dome and promotes Dome internalization from the cell membrane finally into the lysosomes for subsequent degradation (B). Through this negative feedback manner, Wdp restricts the signal duration and ensures JAK/STAT signaling returns to the normal levels after injury in *Drosophila* intestines.

## Methods

### Fly genetics

Information for alleles and transgenes used can be found either in FlyBase or as noted: *P{wHy}wdp* ^*DG23704*^(BL20481), *wdp* ^*1*^, *wdp* ^*2*^, *w1118*, *esg-lacZ*, *Dl-lacZ*, *Su(H)GBE-lacZ* (gift from Sarah Bray), *10×STAT GFP(II)*, *10×STAT GFP(III)*, *10×STAT DGFP*, *FRT* ^*42D*^, *FRT* ^*G13*^, *FRT* ^*82B*^, *wdp RNAi(75B)*, *UAS-upd/cyo*, *UAS-STAT*, *esgGal4-gal80* ^*ts*^ *-UAS-GFP/cyo* (gift from Norbert Perrimon), *Su(H)GBE-LacZ; esgGal4-gal80* ^*ts*^ *-UAS-GFP*, *UAS-wdp(36B)/cyo*, *UAS-wdp(86F)/Tm6B*, *UAS-STAT RNAi* (BL33637), *UAS-domeless RNAi* (BL34618), *UAS-hop 3w* (gift from Rongwen Xi), *UAS-dome-V5*, *UAS-RFP*, *EnGal4*, *mirrorGal4*, *Myo1A Gal4;tub Gal80* ^*ts*^ (gift from Steven. Hou), *Notch* ^*264-39*^, *STAT92E* ^*06346*^ *–FRT* ^*82B*^ (gift from Rongwen Xi), *UAS-Notch RNAi; STAT92E* ^*06346*^ *-FRT* ^*82B*^ (gift from Rongwen Xi). The genotypes of all flies used in this paper can be found in S1 Text.

### Constructs

*pUAST-wdp*, *wdp-V5* and *wdp-RFP* were constructed by cloning the *wdp* cDNA into *pUAST-attB*, *pUAST-attB-V5* and *pUAST-RFP* vectors respectively. *Dome-V5* and *hop-V5* were constructed by insertion of the coding region, from transgenic lines *UAS-Dome* (a gift from S. Hou) and *UAS-Hop3w* (a gift from Rongwen Xi), into *pUAST-V5-attB* vector. Dome was excised from *pUAST-dome-V5* and inserted in *pUAST-3HA* or *pUAST-GFP* to generate *pUAST-dome-3HA* or *pUAST-dome-GFP* vectors respectively. *pAC5*.*1-upd-V5* was made by cloning *upd* cDNA into *pAC5*.*1-V5* vectors. *UAS-wdp RNAi* was made by cloning annealed oligos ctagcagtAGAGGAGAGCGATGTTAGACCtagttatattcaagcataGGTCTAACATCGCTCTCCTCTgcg and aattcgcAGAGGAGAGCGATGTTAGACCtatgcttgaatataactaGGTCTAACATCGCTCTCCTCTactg into EcoRI/ NheIsites of pWalium20 vector[69] and was confirmed to be functional (S1H and S1I Fig). *10×STAT luciferase* vector was generated by subcloning *firefly luciferase* gene into *10×STAT Gal4* vector. To determine the binding sites of STAT92E in *wdp* genomic regions, we generated luciferase vectors containing putative binding regions based on the ChIP results. 

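The fragments cloned for the luciferase reporters were set beside the ChIP peaks at wdp. S1 Text gives their ends relative to the transcription start of wdp, as -2371 to -591 for BS1, 4253 to 5701 for BS2, 5845 to 7306 for BS3 and 9919 to 11191 for BS4. The transcription start was placed from S1 Table, 1.5 kb from the near edge of the upstream peak, and wdp runs toward lower positions on 2R. On this map BS1 contained the upstream peak, and BS2 contained both peaks of the second intron, with 235 normalized ChIP reads together. BS3 and BS4 overlapped no peak of the list. This assignment stays the same if the transcription start lies up to 268 bp lower or 651 bp higher.

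**Figure D3:**
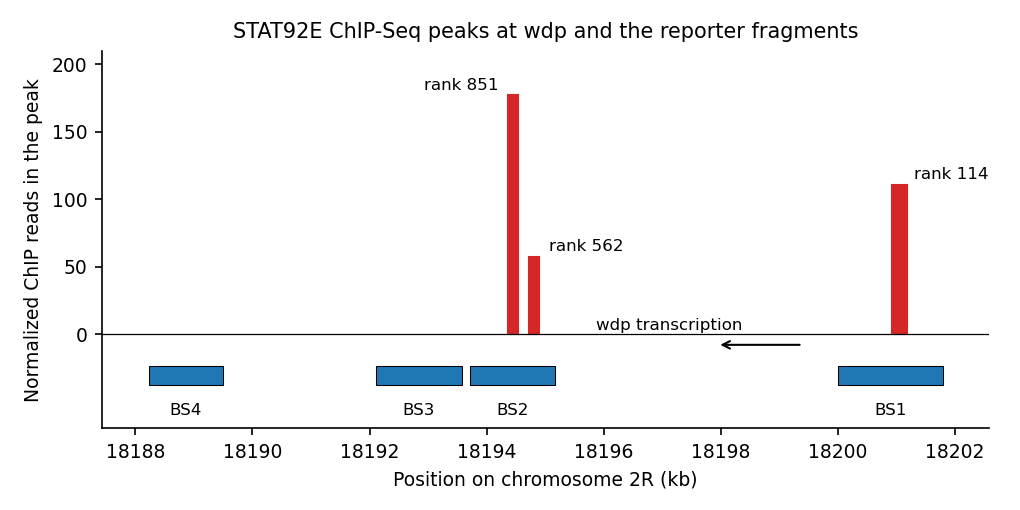
Normalized ChIP reads (y axis) of the 3 listed STAT92E ChIP-Seq peaks at wdp, drawn as red bars at their position and width on chromosome 2R in kb (x axis) with their ranks. Blue boxes are the fragments of the BS1 to BS4 reporters, placed with the transcription start 1.5 kb from the upstream peak; 1 peak lies in BS1, 2 lie in BS2 and none lies in BS3 or BS4.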

Primers used for constructing luciferase vectors can be found in S1 Text.

### Wdp antibody generation

We generated polyclonal antibody specific for *Drosophila* Wdp protein by choosing the hydrophilic polypeptides 480-550aa and 591-661aa as the antigen. GST-tagged Wdp antigen was expressed in E. coli BL21 (DE3) and purified with GST affinity chromatography. Using this antigen, we generated and further separated mouse polyclonal antibody of *Drosophila* Wdp.

### MARCM clone

MARCM clones in the adult midguts were induced by heat-shocking 3–4 day-old females for 75 min at 37°C. Adult guts were dissected and examined 6 days after clone induction.

### Flip-out clone

For Flip-out clones in adult midguts, crosses were set up and cultured at 25°C. Flies were heat-shocked at 37°C for 75 minutes 3 days after eclosion and then dissected 6 days later. For Flip-out clones in wing or eye discs, crosses were kept at 25°C. Larvae were heat-shocked for 90 minutes at 37°C 48 hours after egg deposition and dissected at late 3rd instar larva stage.

### Feeding experiments

Female adult flies at age 3 or 4 days were used to perform feeding experiments. Flies were cultured in an empty vial containing chromatography paper wet with 3% dextran sulfate sodium (MP Biomedicals) or 25μg/mL bleomycin (Sigma) dissolved in 5% glucose solution with heat inactivated yeast for 4 days at 29°C.

### Antibodies used for immunostaining, immunoprecipitation, and western blotting

Fixation and antibody staining in imaginal discs were performed as described [70]. Fixation and antibody staining in cultured cells were performed as described [71]. Fixation and antibody staining in midguts were performed as described [37]. Primary antibodies used for the immunostaining were: mouse anti-Wdp (1:1000), chicken anti-lacZ (Abcam, 1:1000), mouse anti-Dl (DSHB, 1:50), mouse anti-Pros (DSHB, 1:200), rabbit anti-PH3 (Millipore, 1: 2000), mouse anti Brdu (DSHB, 1:200), rabbit anti Pdm1(1:1000, gift from Xiaohang Yang), mouse anti-V5 (Invitrogen, 1:3000), mouse anti-HA (Abmart, 1:500), rabbit anti-GM130 (Abcam, 1:200), rabbit anti-Rab5 (Abcam, 1:200), Gp anti-Sens (1:200), rabbit anti-Sal (1:100), and Rat anti-Ci (DSHB, 1:5). The primary antibodies were detected by fluorescent-conjugated secondary antibodies from Jackson ImmunoResearch Laboratories, Inc. The primary antibodies used for IP and western blot were: rabbit anti-V5 (Sigma, 1:1000), rabbit anti-HA (Santa Cruz, 1:1000), mouse anti-Wdp (1:500), rabbit anti-GFP (Abmart, 1:1000) and mouse anti-tubulin (Abmart, 1:1000).

### Brdu incorporation

Adult flies with MARCM clones were reared on standard corn meal food with 0.2mg/ml BrdU (Sigma) at 25°C for 4 days before dissection. Then midguts were treated with 3M HCl at 37°C for 30 min, and the reaction was stopped by washing with PBT twice.

### RT-qPCR

RNA was extracted from 20 intestines of female adults using RNA pre pure kit (TIANGEN) and complementary DNA (cDNA) was synthesized with the M-MLV Reverse transcriptase (Promega). qPCR was performed using GoTaq qPCR Master Mix kit (Promega) on CFX96 Real-time PCR system(Bio-Rad). Experiments were performed in 3 biological independent replicates, each also contained 3 repeats. All the results are shown as Mean±SD of the biological replicates. Ribosomal gene RpL11 was used as normalization control. Primers used for qPCR are listed in S1 Text.

### ChIP-Seq

The identification of STAT92E target genes in adult intestines was carried out through ChIP assay and ChIP-high throughput sequencing technique. JAK/STAT signaling was activated using *esg* ^*ts*^ to overexpress *Upd* and *STAT92E* at 29°C for 10 days. Then about 400 adult intestines were dissected and cross-linked with 1% formaldehyde for 15 minutes. After washing process to remove the formaldehyde, intestinal tissue was lysed with RIPA buffer which contains 1% SDS on ice for 30 minutes. The sonication of chromatin was performed using the Covaris (AFA) system with 3% power output for 5 minutes each on 100μl lysate. STAT92E-bound chromatin fragments were enriched by immunoprecipitation with mouse raised STAT92E antibody. Most chromatin fragments resulting from sonication occurred between 200 and 400 bp. The process of dilution, antibody incubation, protein G pull down, beads washing, DNA complex elution, de-link, RNAse A / proteinase K digestion and DNA extraction are all performed according to standard protocols. The high throughput sequencing process was carried out using the Illumina solexa system.

### Cell culture, transfection, coimmunoprecipitation and western blotting

*Drosophila* S2 cells were maintained at 25°C in HyQ SFX-insect cell culture medium. All transfection experiments were carried out using Effectene Transfection Reagent (QIAGEN).

For Wdp and Dome interaction experiments, S2 cells were transfected in 60mm dishes with 200ng *Arm-Gal4*, 200ng *pUAST-dome-HA* and 200ng *pUAST-V5* control vector, or *pUAST-wdp* (with or without V5 tag). Then S2 cells were lysed in 200μl RIPA buffer without SDS on ice for 30 minutes. RIPA buffer includes 50 mM Tris-HCl (pH 7.8), 150 mM NaCl, 5 mM EDTA (pH 8.0), 0.5% Triton X-100, 0.5% NP-40, 0.5%DOC, complete protease inhibitor cocktail tablets (Roche), and phosphatase inhibitor cocktail tablets (Roche). After centrifugation, the suspension of lysates was added with antibody and incubated for 3h at 4°C, and then added with BSA blocked protein G beads and rotated overnight at 4°C. The immunocomplexes were collected by centrifugation and washed with 1 ml of RIPA buffer three times.

For lysosome or proteasome inhibition assay, S2 cells were treated with 5, 10 or 20 mM Chloroquine (Sigma-Aldrich) or 10 uM MG132 (Sigma-Aldrich) respectively for 24 h before harvesting.

For western blotting, immunoprecipitated proteins were separated in SDS-PAGE and then blotted onto PVDF membranes. The membranes were stained with primary antibody overnight at 4°C, as anti-V5, anti-HA, anti-Wdp to detect interaction between Wdp and Dome. Antibody HA was used to examine the effects of Wdp on Dome levels. Followed by washing, PVDF membranes were incubated with secondary antibodies carrying infrared fluorophore, and then analyzed using Odyssey system (GENE).

### Luciferase assay

S2 cells were seeded in 24-wells plate. Cells in each well were transfected with 5ng *Renilla-luciferase*, 30ng *10×STAT-luciferase* reporter (or other reporters) and 30 ng other vectors as shown in figures. After 12h, cells were mixed with Upd transfected cells. After an additional 48h, S2 cells were washed with PBS and then lysed using Passive Lysis Buffer (Promega). Firefly-luciferase and Renilla-luciferase activity were detected using GLOMA Multi Detection System (Promega). All the results are from twice independent experiments each containing 3 repeats.

### Live cell imaging

For labeling of endocytic vesicles, S2 cells were treated with 5μg/ml FM4-64 (Molecular Probes, Inc.) at 25°C for 1h. S2 cells were then washed twice with medium and then incubated at 25°C for another 1h. Then 200ul of cell suspension was applied to a microscope slide. Images were captured by a Zeiss LSM780 inverted confocal microscope and movies were made from time-lapse images using Corel Video Studio X4. For labeling of lysosomes, S2 cells were incubated with cell culture containing lyso-tracker (Invitrogen) at a final concentration of 50 nM at 25°C for 2h.

## Supporting Information

S1 Fig The expression pattern of Wdp in different developmental processes. (A-D’) Wdp (red, by Wdp) was ubiquitously expressed in both progenitor cells and ECs in adult posterior midguts. *esg-lacZ* (A and A’), *Su(H)GBE-lacZ* (B and B’) and *Dl-lacZ* (C and C’) was used to mark progenitor cell, EBs and ISCs respectively. EC cells are labeled by large nucleus. Squared box in C’ shows the enlarged image of the position labeled by yellow arrow. (E) The generation of wdp mutants, *wdp* ^*1*^ and *wdp* ^*2*^. Schematic drawings illustrating transcribed regions (boxed), non-transcribed regions (line), coding regions (yellow filling), P-element insertion sites (triangles), and the *wdp* ^*1*^ or *wdp* ^*2*^ deletions associated with imprecise excisions of the P-element insertions in *wdp*. (F) The transcriptional levels of *wdp* were significantly reduced from *wdp* ^*1/1*^ homozygotes using RT-qPCR quantification while the neighboring gene *gp150* was not affected. Mean±SD are shown. **p<0.01. (G and G’) Wdp staining (red, by Wdp) was reduced in intestinal *wdp* ^*1*^ MARCM clones positively marked by GFP. (H and I) Wdp expression (red, by Wdp) was diminished upon *wdp* knockdown using *EnGal4* in the posterior compartment of wing discs. The wing discs here are oriented dorsal-up, anterior-left. (J) Wdp seems ubiquitously expressed in eye imaginal disc of 3^rd^ instar larva. Blue indicates DAPI staining in A-G. Scale bars, 20μm.
(TIF) Click here for additional data file.

S2 Fig Wdp expression levels were reduced but not totally eliminated in JAK/STAT deficient progenitor cells. (A-D’) Wdp expression (red, by Wdp) in intestinal Flip-out clones with indicated genotypes at 29°C for 8 days (A-C’) or 14 days (D and D’). In control clones (A and A’), there were no obvious difference of Wdp expression levels between GFP+ (arrow) and GFP- cells (arrowhead). In Flip-out clones knocking down Dome or STAT (arrows in B-D’), Wdp expression levels were reduced compared with surrounding wildtype cells (arrowheads in B-D’). (E-H’) Wdp expression (red, by Wdp) in intestinal MARCM clones with indicated genotypes at 25°C for 7 days. In *FRT* ^*82B*^ control MARCM clones (E and E’), Wdp was uniformly expressed between GFP+ clone cells (arrow in E’) and GFP- cells (arrowhead in E’). However, Wdp expression was reduced in *STAT92E* ^*06346*^ clone cells (arrows in F’) compared with surrounding WT cells (arrowheads in F’). In addition, we generated *Notch* ^*264-39*^ mutant clones and detected Wdp expression mainly on the plasma membrane of ISC clusters (G and G’). As shown in G’, Wdp was also uniformly expressed between *Notch* ^*264-39*^ clones (arrow in G’) and GFP- cells (arrowheads in G’). In STAT92E mutant clone cells with simultaneous Notch RNAi, Wdp expression levels (arrows in H’) were reduced compared with Notch mutant clones (arrows in G’). Furthermore, Wdp expression was reduced in clone cells (arrows in H’) compared with surrounding *WT* cells (arrowheads in H’). (I) The mRNA levels of *wdp* were increased under damage conditions using RT-qPCR quantification. *w1118* flies aged at 3–4 days were treated with 3% DSS or 25ug/ml bleomycin at 29°C for 4 days. Mean ± SD are shown. **p<0.01. Blue indicates DAPI staining in A-H. Scale bars, 20μm.
(TIF) Click here for additional data file.

S3 Fig Loss of wdp leads to the disruption of midgut homeostasis. (A and B) Compared with controls (A), the number of ISC (red, by Dl) was increased in *wdp* ^*1/1*^ homozygotes at 25°C for 7 days (B). Besides, EBs were still able to differentiate into ees (red, by Pros) or large nuclei ECs in the absence of *wdp*. (C and D) EC differentiation indicated by Pdm1 staining was not inhibited in *wdp* ^*1/1*^ homozygotes. (E-G) Compared with controls (E), the number of *esg-lacZ* positive cells was increased in *wdp* ^*1/2*^ trans-heterozygotes (F). G shows the quantification of the relative number of *esg-lacZ* positive cells. Mean±SD are shown. n = 8–10 intestines. **p<0.01. Blue indicates DAPI staining in A-F. Scale bars, 20μm.
(TIF) Click here for additional data file.

S4 Fig Loss of Wdp leads to the upregulation of JAK/STAT signaling activity. (A and B) Compared with controls (A), the activity and the expression regions of 10×STAT GFP were enhanced in the eye discs of *wdp* ^*1/1*^ early 3^rd^ instar larva (B). The expression regions of 10×STAT GFP are indicated by white double-headed arrows. (C) Quantification of the expression region of 10×STAT GFP in *WT* and *wdp* ^*1/1*^ homozygous early 3^rd^ instar eye discs. Mean±SD are shown. n = 6–9. **p<0.01. (D-D‴) The expression region of 10×STAT GFP was enlarged in the 3^rd^ instar eye discs upon *wdp* knockdown using *mirrorGal4*. CD8-mRFP was used to mark the dorsal compartment. Double headed arrows in D‴ show the expression region of 10×STAT GFP in the dorsal and ventral part. (E-F’) The activity of unstable 10×STAT DGFP was obviously increased in *wdp* ^*1/1*^ intestines (F and F’) compared with controls (E and E’). Moreover, 10×STAT DGFP was no longer restricted in small progenitor cells but also appeared in large ECs (arrows in F’). Figures E-F’ are taken using the same laser intensity. (G-H’) Compared with controls (G and G’), Wdp knock down in ECs using *Myo1A* ^*ts*^ led to the disruption of intestinal homeostasis (H and H’). Besides, 10×STAT GFP also appeared in large putative EC cells (arrows in H’). Blue indicates DAPI staining in E-H’. Scale bars, 20μm.
(TIF) Click here for additional data file.

S5 Fig Wdp expression has no obvious effects on Wingless, Dpp or Hedgehog signaling. Wing discs bearing flip-out clones expressing *wdp* were immunostained with various antibodies to detect whether other signaling pathways were affected. Sens for Wingless signaling, Sal for Dpp signaling, Ci for Hedgehog signaling. The expression levels of Sens (A’), Sal (B’) or Ci (C’) were not altered in *wdp* expressing clones marked by the presence of GFP and overabundance of Wdp expression. All the wing discs shown here are oriented anterior right, dorsal down. Scale bars, 20μm.
(TIF) Click here for additional data file.

S6 Fig Upd expression induced upregulation of JAK/STAT signaling could be partially suppressed by Wdp expression in wing discs in a cell autonomous manner. (A and A’) 10×STAT GFP in the control flip-out clones marked by RFP expression and dotted line. 10×STAT GFP was expressed surrounding the wing margin of 3^rd^ instar wing discs. (B and B’) 10×STAT GFP was ectopically expressed in the wing pouch containing flip-out clones expressing Upd in 3^rd^ instar wing discs (white arrow). Besides, the JAK/STAT signaling activity in the RFP- cells adjacent the RFP+ clones could also be induced non-autonomously (yellow arrow). (C and C’) The upregulation of 10×STAT GFP caused by Upd expression in the wing pouch could be partially suppressed by simultaneous Wdp expression (white arrow). However, the activated JAK/STAT signaling in the RFP- cells adjacent the RFP+ clones due to the diffusion of Upd couldn’t be suppressed (yellow arrow).
(TIF) Click here for additional data file.

S7 Fig Rab5 dsRNA treatment could partially suppress the enhanced endocytosis of Dome-GFP caused by Wdp expression. (A-C’) S2 cotransfected with *dome-GFP* and *wdp* were treated with 10μg control *lacZ dsRNA*, *Rab5 dsRNA-1*, or *Rab5 dsRNA-2* respectively for 5 days. In the presence of Wdp, Dome-GFP was mainly present as intracellular particles under control *lacZ dsRNA* treatment (A-A’), while the appearance of Dome punctates was partially suppressed by *Rab5 dsRNA* treatment (B-B’ and C-C’). (D) The transcriptional levels of *rab5* in S2 cells which were treated with different *dsRNA* (*lacZ dsRNA*, *Rab5 dsRNA-1* or *Rab5 dsRNA-2*) for 5 days. Mean±SD are shown. **p<0.01. Blue indicates DAPI staining in A, B and C. Scale bars, 5μm.
(TIF) Click here for additional data file.

S8 Fig Wdp promotes Dome internalization without affecting other membrane molecules. In live S2 cells cotransfected with *dome-GFP* and *wdp-RFP* vectors, the majority of Dome-GFP was localized as intracellular punctate structures (A and A’). However, the subcellular localization of other membrane proteins such as CD8-mRFP (B and B”) or GFP-GPI (C and C’) was not affected when coexpressed with Wdp, indicating that Wdp promotes Dome internalization without affecting the subcellular localization of other membrane molecules. Scale bars, 5μm.
(TIF) Click here for additional data file.

S9 Fig Wdp expression promotes the endocytosis of Dome in eye imaginal discs. (A-A‴) In eye discs bearing GFP positively marked clones overexpressing Dome-V5 (*Act>y+>Gal4*, *UAS-GFP*, *UAS-dome-V5*), Dome-V5 was mainly localized on the cell membrane (yellow arrows) despite some intracellular punctate structures (yellow arrowheads). A‴ is the enlarged image of the position labeled by square box in A”. (B-B‴) In eye discs bearing GFP positively marked clones expressing Dome-V5 together with Wdp (*Act>y+>Gal4*, *UAS-GFP*, *UAS-dome-V5*, *UAS-wdp*), Dome-V5 was depleted from cell membrane but detected as cytoplasmic particles (B”), which were partially colocalized with early endosome marker Rab5 (B‴, white arrows). B‴ is the enlarged image of the position labeled by square box in B”. All the eye discs shown here are oriented posterior right. Scale bars, 20μm.
(TIF) Click here for additional data file.

S1 Table Partial JAK/STAT targets identified from ChIP experiments with adult gut tissues. In this ChIP assay, we totally got 1487 peaks with p-value<0.01. The above table shows partial putative JAK/STAT downstream targets. Some of them have previously been reported as potential targets or components of the JAK/STAT pathway through microarray or RNAi screening methods. The binding sites of STAT92E around the ChIP peaks (±500bp) include **TTC**NN**GAA**, **TTC**NNN**GAA** and **TTC**NNNN**GAA**. The full ChIP-Seq data can be found in the GEO database with the accession number GSE67346.
(DOC) Click here for additional data file.

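All 59 intervals of S1 Table were in the list with the same start and end. They belong to 30 genes, and the symbols of all 30 were matched to a gene record of Release 6 of the genome, from which names only were used. The table is a partial selection, and 1428 peaks of the list (96.0%) are not in it. Of the 30 genes, 13 had 1 peak, 10 had 2 and 7 had 3 or more. The peaks of the table ranked from 2 to 1398, and 16 of them, at 12 genes, were in the top 10% of the list. Their log2 ratios ranged from 4.88 to 11.03, with a median of 5.64. The input was at or under the floor in 29 of the 59 peaks. The 3 highest ranks in the table were at hyd (CG9484). Its 4 peaks on 3R ranked 2, 4, 8 and 40, lay within 9860 bp and together held more ChIP reads than all other peaks of the list. The peak of chinmo (CG31666), on 2L from 1691120 to 1691289, ranked 365, with 113 normalized ChIP reads, at least 27.6-fold over the input.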

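Every peak of the list was past the threshold of 0.01, both by the FDR and by the Poisson p-value. The largest FDR was 0.00202. The FDR took 4 distinct values and was 0 for 1048 peaks. The smallest -log10 Poisson p was 11.7, and 402 peaks had the value 100, at which the column is capped. The lowest listed log2 ratio corresponds to a ratio of 25.8 with the pseudocount included. With no input read, 24.75 ChIP reads give this ratio, so it is not a fold over the input. The lower bound of the fold can be smaller, as at a PGRP-LA peak with a listed log2 ratio of 5.06 and a bound of 13.9-fold. Thresholds of 0.001 or 0.0001 on the Poisson p, an FDR below 0.05 or a log2 ratio of at least 1 left the number of peaks unchanged. With only the peaks that had more than 3 input reads, a choice made after the list had been examined, 132 peaks remained.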

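Added over the peaks, the counts of the paper's S1 Table give 141 STAT92E binding sites within 500 bp. Some of these windows overlap, so a site can be counted at more than 1 peak. There was no site at 7 of the peaks, 1 site at 18 and 2 or more at 34, with a maximum of 11 sites at the longest hyd peak. The number of sites was set beside the listed log2 ratio of each peak. Across these 59 peaks, which are not independent replicates, Spearman's rho was 0.12 (two-sided permutation test with 100000 permutations, p = 0.366, and 0.609 after Benjamini-Hochberg adjustment over the 5 correlations computed). Thus no relation between the number of sites and the enrichment was detectable. With the Poisson p-value as the measure of enrichment, rho was 0.264 (permutation p = 0.0437, adjusted p = 0.199). Most of the 59 peaks are at the cap of this column and tied in rank, so this rho does not order the enrichment among them. With the log2 ratio again, and without the hyd peaks longer than 1000 bp, rho was 0.0235 across 57 peaks (permutation p = 0.860). The share of all peaks with a site was not computed here.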

S1 Movie Wdp expression promotes Dome-GFP trafficking from the cell membrane into the cytoplasm in live S2 cells. (Part 1–3) The dynamics of Dome-GFP in live S2 cells co-transfected with *dome-GFP* and *wdp*. Dome-GFP was mainly detected as intracellular punctuates. In Part 1, the arrowheads marked by A, B, C, D and E show the newly formed endocytic vesicles trafficking Dome-GFP from the cell membrane. Part 2 is the enlarged movie of the endocytic vesicles marked by B and C. Part 3 shows the co-localization of Dome-GFP with endocytic dye FM4-64.(Part 4–5) The dynamics of Dome-GFP in live S2 cells transfected with *dome-GFP* alone. Dome-GFP was mainly present on the cell membrane and no newly formed vesicles trafficking Dome-GFP from the cell membrane were observed (Part 4). In addition, no obvious colocalization of Dome-GFP with FM4-64 was detected in Part 5.
(AVI) Click here for additional data file.

S1 Text Supplemental experimental procedures. Genotypes of flies used in Figs 1–8 and S1–S9 Figs are listed, followed by the information of primers used for RT-qPCR, constructing luciferase vectors and Rab5 dsRNA synthesis. In addition, the protocol of Rab5 dsRNA synthesis is also included.
(DOC) Click here for additional data file.

# Supplementary material for: Windpipe Controls Drosophila Intestinal Homeostasis by Regulating JAK/STAT Pathway via Promoting Receptor Endocytosis and Lysosomal Degradation
**Source:** PLoS Genet. 2015 Apr 29;11(4):e1005180. doi: 10.1371/journal.pgen.1005180
**Supplement:** S1 Table — In this ChIP assay, we totally got 1487 peaks with p-value<0.01. The above table shows partial putative JAK/STAT downstream targets. Some of them have previously been reported as potential targets or components of the JAK/STAT pathway through microarray or RNAi screening methods. The binding sites of STAT92E around the ChIP peaks (±500bp) include TTCNNGAA, TTCNNNGAA and TTCNNNNGAA. The full ChIP-Seq data can be found in the GEO database with the accession number GSE67346.

**S1 Table**

Partial JAK/STAT targets identified from ChIP experiments with adult gut tissues

| **Target Genes** | **Peaks**  **(p<0.01)** | **Location of Peaks** | **STAT92E Binding Sites** | **Previous Reported**  **Evidence** |
| --- | --- | --- | --- | --- |
| *Socs36E* | 5 | chr2L:18150700-18150879 (1st intron)  18148850-18149199 (1st intron)  18144360-18144599 (1st intron)  18143400-18143619 (1st intron)  18140260-18140469 (3rd intron) | 7  4  7  3  2 |  |
| *dome* | 1 | chrX: 19577210-19577429 (5` UTR) | 2 |  |
| *Stat92E* | 2 | chr3R: 16376070-16376269 (1st intron)  16368450-16368579 (1st intron) | 2  0 |  |
| *chinmo* | 1 | chr2L: 1691120-1691289 (3rd intron) | 1 |  |
| *drs (drosomycin)* | 1 | chr3L: 3368290-3368529 (Upstream 1.1 Kb) | 2 |  |
| *pnt* | 4 | chr3R: 19163260-19163379 (3rd intron)  19162840-19163049 (3rd intron)  19142670-19142899 (3rd intron)  19122470-19122789 (6th intron) | 3  5  1  1 |  |
| *hyd* | 4 | chr3R: 5545310-5550519 (1st intron and  CDS)  5542180-5545119 (introns and CDS)  5541370-5542089 (introns and CDS)  5540660-5541229 (introns and CDS) | 11    6  0  0 |  |
| *laza* | 1 | chr3L: 22451700-22451989 (3` UTR) | 2 |  |
| *bsg* | 4 | chr2L: 8083270-8083369 (Upstream 50bp)  8088080-8088279 (1st intron)  8099760-8099919 (2nd intron)  8106160-8106279 (5th intron) | 3  1  1  1 |  |
| *th (DIAP1)* | 2 | chr3L: 16042730-16042829 (5` UTR)  16040360-16040579 (1st intron) | 3  1 |  |
| *Kay(DFos)* | 3 | chr3R: 25601530-25601699 (1st intron)  25602170-25602439 (1st intron)  25608970-25609289 (1st intron) | 1  3  2 |  |
| *zip* | 1 | chr2R: 20889520-20889749 (4th intron) | 1 |  |
| *siz* | 2 | chr3L: 21038790-21038959 (1st intron)  21067300-21067469 (CDS) | 0  1 |  |
| *nub(Pdm1)* | 1 | chr2L: 12590590-12590819 (1st intron) | 2 |  |
| *neb* | 1 | chr2L: 20078700-20078919 (1st intron) | 3 |  |
| *mld* | 2 | chr3R: 20430000-20430249 (3rd intron)  20442300-20442449 (CDS) | 3  1 |  |
| *dia* | 1 | chr2L: 20763440-20763599 (CDS) | 1 |  |
| *chic* | 2 | chr2L: 5980170-5980319 (1st intron)  5975460-5975739 (3rd intron) | 1  3 |  |
| ***wdp*** | **3** | **chr2R: 18200920-18201189 (Upstream 1.5 Kb)**  **18194720-18194899 (2nd intron)**  **18194370-18194529 (2nd intron)** | **3**  **4**  **4** |  |
| *MTA1-like* | 1 | chr3R: 1470500-1470749 (2nd intron) | 3 |  |
| *Smr* | 3 | chrX: 12635460-12635659 (1st intron)  12624020-12624159 (2nd intron)  12599730-12599879 (5th intron) | 2  5  0 |  |
| *Samuel* | 2 | chr2L: 11044080-11044219 (2nd intron)  11027300-11027459 (6th intron) | 1  1 |  |
| *PGRP-LA* | 2 | chr3L: 9317210-9317309 (Upstream 10Kb)  9305660-9305769 (Upstream 22Kb) | 1  3 |  |
| *par-1* | 1 | chr2R: 15369770-15369929 (14th intron) | 2 |  |
| *Not1* | 1 | chr2R:5453140-5453429 (downstream 0.2Kb) | 1 |  |
| *CG6051* | 2 | chr3R: 22958960-22959129 (1st intron)  22956910-22957049 (1st intron) | 5  0 |  |
| *CG5953* | 1 | chr2L: 16526100-16526339 (2nd intron) | 7 |  |
| *CG31343* | 2 | chr3R: 17571490-17571629 (1st intron)  17574740-17575059 (downstream 15 bp, and 0.6Kb upstream *CG31233*) | 0  2 |  |
| *CG5399* | 2 | chr3R: 11520600-11520789 (upstream 0.2Kb)  11524970-11525089 (downstream 2 Kb) | 1  2 |  |
| *CG10623* | 1 | chr2L: 18957150-18957429 (5’ UTR) | 3 |  |

**Table References:**

1. Buchon N, Broderick NA, Poidevin M, Pradervand S, Lemaitre B. Drosophila intestinal response to bacterial infection: activation of host defense and stem cell proliferation. Cell Host Microbe. 2009 Feb 19;5(2):200-11.

2. Bina S, Wright VM, Fisher KH, Milo M, Zeidler MP. Transcriptional targets of Drosophila JAK/STAT pathway signalling as effectors of haematopoietic tumour formation. EMBO Rep. 2010 Mar;11(3):201-7.

3. Baeg GH, Zhou R, Perrimon N. Genome-wide RNAi analysis of JAK/STAT signaling components in Drosophila. Genes Dev. 2005 Aug 15;19(16):1861-70.

4. Muller P, Kuttenkeuler D, Gesellchen V, Zeidler MP, Boutros M. Identification of JAK/STAT signalling components by genome-wide RNA interference. Nature. 2005 Aug 11;436(7052):871-5.

5. Flaherty MS, Zavadil J, Ekas LA, Bach EA. Genome-wide expression profiling in the Drosophila eye reveals unexpected repression of notch signaling by the JAK/STAT pathway. Dev Dyn. 2009 Sep;238(9):2235-53.

6. Vodovar N, Vinals M, Liehl P, Basset A, Degrouard J, Spellman P, et al. Drosophila host defense after oral infection by an entomopathogenic Pseudomonas species. Proc Natl Acad Sci U S A. 2005 Aug 9;102(32):11414-9.

# Supplementary material for: Windpipe Controls Drosophila Intestinal Homeostasis by Regulating JAK/STAT Pathway via Promoting Receptor Endocytosis and Lysosomal Degradation
**Source:** PLoS Genet. 2015 Apr 29;11(4):e1005180. doi: 10.1371/journal.pgen.1005180
**Supplement:** S1 Text — Genotypes of flies used in Figs 1–8 and S1–S9 Figs are listed, followed by the information of primers used for RT-qPCR, constructing luciferase vectors and Rab5 dsRNA synthesis. In addition, the protocol of Rab5 dsRNA synthesis is also included.

**Supplemental Experimental Procedures**

**Genotypes of Flies Used in Individual Figures**

Figure 1:

*esg Gal4, UAS-GFP, tubGal80ts*

*esg Gal4, UAS-GFP, tubGal80ts/UAS-upd*

*esg Gal4, UAS-GFP, tubGal80ts/UAS-upd, UAS-STAT*

*yw, hs-flp; Act> y+> Gal4-UAS-CD8-GFP/+; Dome RNAi/+*

*yw, hs-flp; Act> y+> Gal4-UAS-CD8-GFP/+; STAT RNAi/+*

Figure 2

*esg-lacZ*

*esg-lacZ-wdp1/wdp1*

*Dl-lacZ*

*wdp1/1; Dl-lacZ/+*

*Su(H)+GBE-lacZ*

*Su(H)+GBE-lacZ/+ ;wdp1/1*

*10×STAT GFP(Ⅲ)*

*wdp1/1 ; 10×STAT GFP(Ⅲ)/+*

Figure 3

*UAS-GFP*, *hsflp*; *FRT42D tubGal80/ FRT42D*; *tubGal4/+*

*UAS-GFP, hsflp; FRT42D tubGal80/ FRT42D-wdp1; tubGal4/+*

*UAS-GFP, hsflp; FRT42D tubGal80/ FRT42D-wdp1; tubGal4/UAS-wdp*

*Su(H)+GBE-lacZ/+; esg Gal4, UAS-GFP, tubGal80ts*

*esg Gal4, UAS-GFP, tubGal80ts*

*Su(H)+GBE-lacZ/+; esg Gal4, UAS-GFP, tubGal80ts/+;wdp RNAi/+*

*esg Gal4, UAS-GFP, tubGal80ts/+;wdp RNAi/+*

*esg Gal4, UAS-GFP, tubGal80ts/UAS-upd*

*esg Gal4, UAS-GFP, tubGal80ts/UAS-upd;wdpRNAi/+*

Figure 4

*10×STAT GFP/+; mirror-Gal4>RFP/+*

*10×STAT GFP/+; mirror-Gal4>RFP/UAS-wdp*

*yw, hsflp; Act>y+>Gal4, UAS-mRFP/+;10×STAT GFP/+*

*yw, hsflp; Act>y+>Gal4, UAS-mRFP/+;10×STAT GFP/UAS-wdp*

*hsflp; FRTG13 tubGal80/ FRTG13;tubGal4,UAS-mRFP,10×STAT GFP/+*

*hsflp; FRTG13 tubGal80/ FRTG13-wdp1;* *tubGal4,UAS-mRFP,10×STAT GFP/+*

*Su(H)+GBE-lacZ/+; esg Gal4, UAS-GFP, tubGal80ts*

*Su(H)+GBE-lacZ/+; esg Gal4, UAS-GFP, tubGal80ts/+;UAS-wdp/+*

*Su(H)+GBE-lacZ/+; esg Gal4, UAS-GFP, tubGal80ts/+;STAT RNAi/+*

*Su(H)+GBE-lacZ/+; esg Gal4, UAS-GFP, tubGal80ts/+;Dome RNAi/+*

Figure 5

*10×STAT GFP/+; mirror-Gal4>RFP/UAS-hop*

*10×STAT GFP/UAS-wdp; mirror-Gal4>RFP/UAS-hop*

*Su(H)+GBE-lacZ/+; esg Gal4, UAS-GFP, tubGal80ts/+;UAS-hop/+*

*Su(H)+GBE-lacZ/+; esg Gal4, UAS-GFP, tubGal80ts/UAS-wdp；UAS-hop/+*

Figure 7

*yw, hs-flp; Act> y+> Gal4-UAS-CD8-GFP/+;dome-V5/+*

*yw, hs-flp; Act> y+> Gal4-UAS-CD8-GFP/UAS-wdp;dome-V5/+*

Figure S1

*esg-lacZ*

*Su(H)+GBE-lacZ*

*Dl-lacZ*

*w1118*

*wdp1*

*wdp2*

*EnGal4/+;wdp RNAi/+*

*UAS-GFP, hsflp; FRT42D tubGal80/ FRT42D-wdp1; tubGal4/+*

Figure S2

*yw, hs-flp; Act> y+> Gal4-UAS-CD8-GFP*

*yw, hs-flp; Act> y+> Gal4-UAS-CD8-GFP/+; Dome RNAi/+*

*yw, hs-flp; Act> y+> Gal4-UAS-CD8-GFP/+; STAT RNAi/+*

*yw, hsflp122, UAS-GFP; TubGal4, FRT82B, TubGal80 /FRT82B*

*yw, hsflp122, UAS-GFP; TubGal4, FRT82B, TubGal80 / FRT82B-STAT92E06346*

*yw, hsflp, TubGal80, FRT19A/Notch264-39-FRT19A; Act-Gal4,UAS-GFP/+*

*yw, hsflp122, UAS-GFP/UAS-Notch RNAi; TubGal4, FRT82B, TubGal80 /FRT82B- STAT92E06346*

Figure S3

*w1118*

*wdp1/1*

*esg-lacZ/cyo*

*wdp1, esg-lacZ/wdp2*

Figure S4

*10×STAT GFP(Ⅲ)/+*

*wdp1/1; 10×STAT GFP(Ⅲ)/+*

*10×STAT GFP/+; mirror-Gal4>RFP/wdp RNAi*

*10×STAT DGFP*

*wdp1/1; 10×STAT DGFP*

*Myo1A Gal4;gal80ts-10×STAT GFP*

*Myo1A Gal4;gal80ts-10×STAT GFP/wdp RNAi*

Figure S5

*yw, hs-flp; Act> y+> Gal4-UAS-CD8-GFP/+;UAS-wdp/+*

Figure S6

*yw, hsflp; Act>y+>Gal4, UAS-mRFP/+;10×STAT GFP/+*

*yw, hsflp; Act>y+>Gal4, UAS-mRFP/UAS-upd;10×STAT GFP*

*yw, hsflp; Act>y+>Gal4, UAS-mRFP/UAS-upd;10×STAT GFP/UAS-wdp*

Figure S9

*yw, hs-flp; Act> y+> Gal4-UAS-CD8-GFP/+;dome-V5/+*

*yw, hs-flp; Act> y+> Gal4-UAS-CD8-GFP/UAS-wdp;dome-V5/+*

**Primers used for RT-qPCR**

wdp-S: TGGCAACCACAATGAGGAACAG

wdp-AS: GACCGAGAAGACCTTCCAGTCAAC

Gp150-S: CTAATCCACGCCAGCCACTC

Gp150-AS: TGGTCGTCTCCACGGGTAAATC

Rab5-S: CTGCTGTTCATGGAAACCTC

Rab5-AS: CTTAGGTAGTTTCTTGGCAATGG

RpL11-S: GGTCCGTTCGTTCGGTATTCGC

RpL11-AS: GGATCGTACTTGATGCCCAGATCG

**Primers used for constructing luciferase vectors in Figure 1C:**

The following primers were used and the transcription start point of *wdp* was labeled as 0.

Luc-*wdp*-BS1 F (-2371): AGGCACGAAGTTTCACCCTACTGTAC,

Luc-*wdp*-BS1 R (-591): ACACACTCTCTTCTTGGGCAACAGC;

Luc-*wdp*-BS2 F (4253): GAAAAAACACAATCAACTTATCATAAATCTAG,

Luc-*wdp*-BS2 R (5701): TTTCGTACTTGGCTAGTTATTTGACC;

Luc-*wdp*-BS3 F (5845): GACTATTAGTATGCACAAACAGCAGGAT,

Luc-*wdp*-BS3 R (7306): CTTTTAGCTTGGGTTCACTTCGC;

Luc-*wdp*-BS4 F (9919): GAGGCTCAGGGCTTATCAATGC,

Luc-*wdp*-BS4 R (11191): CGGCACCGTTGACTGGAAGG

**Primers used for Rab5 dsRNA synthesis:**

Rab5 dsRNA-1 F: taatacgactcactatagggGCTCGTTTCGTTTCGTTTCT

Rab5 dsRNA-1 R: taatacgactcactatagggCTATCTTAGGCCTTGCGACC

Rab5 dsRNA-2 F: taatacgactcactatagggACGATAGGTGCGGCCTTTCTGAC

Rab5 dsRNA-2 R: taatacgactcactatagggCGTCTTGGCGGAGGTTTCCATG

lacZ dsRNA F: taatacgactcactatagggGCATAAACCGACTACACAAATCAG

lacZ dsRNA R: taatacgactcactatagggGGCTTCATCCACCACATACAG

**Rab5 dsRNA synthesis**

dsRNAs were synthesized according to standard protocols. Both sense and antisense RNAs were synthesized from a single PCR product using the T7 MegaScript RNA polymerase (Ambion). To effectively knock down target genes, S2 cells were treated with dsRNAs directed against lacZ (control) or Rab5 (Rab5 dsRNA-1 or Rab5 dsRNA-2) for 5 days.

How the deposited data were processed for this re-analysis (not part of the article)

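STAT92E ChIP-Seq was analysed from 1 ChIP library and 1 input library, both from adult intestines that expressed Upd and STAT92E under esgts for 10 days at 29°C. The authors sequenced the libraries, called peaks on the pair and deposited 1 list of 1487 peaks. The aligner, the peak caller and its settings, and the genome build are not named in the paper's text or the sample labels. The chromosome names follow release 5 of the genome, and the intervals of S1 Table have the same starts and ends as the list.

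For each peak the authors deposited the largest log2 ratio of ChIP to input, the -log10 of the smallest Poisson p and an FDR. How the FDR was computed is not given in the paper's text. They also deposited a test statistic, which is a score without a fixed range, and the normalized signal (reads in the peak) of both libraries. The score deposited by the authors was an exact linear function of the log2 ratio (largest deviation 8.46e-07), and the list is ordered by it. The signal column marked M was taken as the ChIP library and the column marked I as the input library. No column of values of single samples was left unused. The values of both columns were on regular steps, from which the weight of an input read was derived. Total reads per library are not in the list, so the depth per sample is unknown and a share of all reads in peaks was not computed.

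From the list, peaks were counted, ranked, joined into groups and matched to the intervals of S1 Table by an overlap of at least 1 bp. Fold enrichment was computed as normalized ChIP reads over normalized input reads in the peak, and where the input was at or under a floor of 3 reads (1.75 normalized reads), as a lower bound against the one-sided 95% Poisson upper limit of the input reads, not less than 3 reads. Parts of a read entered the limit as parts, which gives a larger bound than whole reads would. This form of the bound was chosen after the list had been examined. Shares were given 95% Wilson confidence intervals where they are compared. The correlation between binding sites and enrichment was Spearman's rho with 100000 permutations, two-sided, across the peaks of S1 Table. With 1 library per group no test between conditions was possible. Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 were used. The permutation test was tested on simulated data of 59 peaks. With no correlation, 12 of 200 simulated sets passed 0.05, and with a correlation of 0.5, 195 of 200 did. The simulated values were independent and had no ties, and fewer permutations were used. The real site counts are tied and some windows overlap, so these rates need not hold for the real peaks. The matching of intervals found 200 of 200 listed peaks.

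The genes named were set before the data were examined. They are the genes of S1 Table, the targets and components of the JAK/STAT pathway that the paper names, and the genes at the 10 highest-ranked peaks. Of the 10 highest-ranked peaks, 3 are at hyd and 7 are on Uextra, where no gene is named. The list names no genes, so peaks at zfh1, Ptp61F, hop, upd, upd2 and upd3, which are not in S1 Table, were not looked up. The tests, thresholds and the main alternatives were also set before the data were examined, and those added later are marked as such. Genes were not assigned to peaks and STAT92E binding sites were not searched in sequence, because a genome and annotation of the build of the list were not used here. The numbers of sites are those of the paper's S1 Table. RT-qPCR, reporter and imaging experiments were not analysed here.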

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

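The tests in this part were chosen after the results had been seen. With 1 condition and 1 library of each kind, no biological explanation was tested.

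Uextra, a collection of sequence not placed on a chromosome, carried 154 peaks, which the paper does not discuss. They stand out as a signal over the input in sequence outside the genes the paper reports. Of the 10 highest-ranked peaks of the list, 7 were on Uextra, and 6 of these had no input read. Peak 1, from 27485080 to 27485629, had 3987 normalized ChIP reads and no input read, at least 2284-fold. Peak 3, from 5223740 to 5224539, had 15564 ChIP reads against 12.9 in the input. These positions are named because of their ranks. Sequence present in many copies in the fly genome, with its reads kept, would not lower the input. However, 129 of the 154 peaks (83.8%, Wilson 95% confidence interval 77.1% to 88.8%) had no input read, against 30.0% (27.5% to 32.7%) of the 1202 peaks on the chromosome arms, although the median number of ChIP reads was similar (57.1 and 57.9). Repeated sequence with its reads kept is therefore argued against as the whole cause, provided that such reads were not divided among copies. How they were placed is unknown, because the aligner is not named. The excess was not confined to Uextra. Peaks with no input read were 74.1% (61.1% to 83.9%) of the 54 peaks on U. In the heterochromatic sequences they were 51.9% (41.0% to 62.7%) of the 77 peaks. A loss of reads that align to several places, from both libraries alike, would not by its construction raise the ratio of a peak, and its effect on the ranks was not tested. For the larger share of peaks with no input read it stays open. Such a loss would lower the input, and the similar medians of 57.1 and 57.9 ChIP reads decide nothing, because weaker peaks would then have dropped out of the list. A further candidate explanation is DNA that was in the ChIP library and not in the input. The 129 peaks without an input read are what it needs, but peaks were selected for a high ratio, and the sequences were not compared with other genomes. From the list, this cannot be told apart from binding of STAT92E to these sequences.

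A peak on X from 2684290 to 2684819, which is not in S1 Table, had 9887 normalized ChIP reads, more than any peak of S1 Table outside hyd (at most 1420 reads, at Socs36E). It ranked 17 and was singled out after its values had been seen. Its input was also high, with 91.3 normalized reads, or 172 per kb, against a median of 2.18 per kb for the arm peaks other than hyd, none of which had more. Its 108 ChIP reads per input read lay within the range of 30.4 to 136 of the 122 arm peaks other than hyd with more than 3 input reads. This peak is itself among them, and the top of the range, at a pnt peak, rests on 2.51 normalized input reads. S1 Table peaks outside hyd with the most input had lower ratios, with 35.9 at another pnt peak and 74.8 at Socs36E. The range therefore does not show that the enrichment of this peak was ordinary. Its high input would go with more copies of this DNA in both libraries than of other peaks, which is a hypothesis. What the sequence is was not examined, and the copies would explain the number of reads and not the enrichment over input.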

How the results depend on the processing

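The number of peaks stayed at 1487 under every alternative set before the data were examined (a p-value of 0.001 or 0.0001, an FDR below 0.05 and a log2 ratio of at least 1), since every listed peak was far past these thresholds. These alternatives removed no peak, so they say nothing about weaker peaks. Of the alternatives chosen after seeing the data, an FDR below 0.001 gave 1140 peaks and the chromosome arms alone 1202. Requiring more than 3 input reads left 132 peaks, because few peaks had that many. The low input limits the fold of most peaks to a lower bound. The 59 intervals of S1 Table were found under all 3 alternative rules of overlap.

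The rank of wdp was 7.67% by the order of the list, which is also the order by the listed log2 ratio. By p-value it was 13.6%, which is the average rank of the 402 peaks tied at the cap of the column, the wdp peak among them, so the p-value does not place wdp on either side of 10%. Among the 30 genes of S1 Table it was 20.0% by number of peaks and 33.3% by the best peak, which are positions within a selected list of genes. Of the alternatives chosen after seeing the data, the chromosome arms alone gave 6.66%, and ranking by normalized ChIP reads gave 4.51%, where another of the 3 wdp peaks was the best.

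The correlation between the number of binding sites and enrichment was not past 0.05 in the main setting (rho 0.12). It was past 0.05 before adjustment with the p-value as enrichment (rho 0.264, permutation p = 0.0437), and not after adjustment over the 5 correlations (p = 0.199, with adjusted values from 0.199 to 0.860). The cause was not tested, and most of these peaks are tied at the cap of the p-value column. The correlation of the main setting was 0.0235 without the peaks longer than 1000 bp. Of the alternatives chosen after seeing the data, it reversed to -0.0683 with sites per kb in place of the number of sites (permutation p = 0.605), and was 0.230 with normalized ChIP reads as enrichment (permutation p = 0.0798).

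No paired analysis was possible because each group has 1 library and no result comes from a test between groups. The count of candidate genes, the share of peaks with a STAT92E binding site and the recount of sites at the S1 Table peaks were not run, with all their alternatives, because a genome and annotation of the build of the list were not used here.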

Differences from the paper's values

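No value that was recomputed differed from the paper's by more than 1.5 times in the main setting. The number of peaks (1487) and the number of peaks in the wdp region (3) were the paper's. For the other genes of S1 Table, peaks were assigned only by the intervals of the table, all of which were in the list. Their numbers of peaks could not exceed the table's, so they do not test the paper's counts. For the rank of wdp, the paper's limit of 10% held by the order of the list (7.67%). The rank by the listed log2 ratio is the same order, so it is not a second check. By p-value the best wdp peak is tied at the cap of the column with 401 others, which does not settle its rank. The positions among the 30 genes of S1 Table (20.0% by number of peaks, 33.3% by best peak) are above it, but within a selection of the candidates, so they do not test the limit.

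The paper's text places the wdp peaks in the 5′ UTR and genomic region, while S1 Table, whose intervals are those of the list, places them upstream of the gene and in the second intron.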

Other observations

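The tests in this part were chosen after the results had been seen. With 1 condition, no explanation was tested by a comparison between conditions. The explanations below were only set against values of the list and the paper's counts of sites.

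The 4 peaks at hyd, from 5540660 to 5550519 on 3R, held 213858 of the 352559 normalized ChIP reads in all peaks (60.7%) and 629 of the 1693 normalized input reads (37.1%). They are separated by 140, 90 and 190 bp. The longest measured 5210 bp, while the longest peak outside hyd measured 800 bp. A single strong site whose fragments reach far is argued against. The paper gives most fragments as 200 to 400 bp long, and the second hyd peak, which begins 2398 bp from the summit of the longest peak and ends 5337 bp from it, still had 23.2 ChIP reads per bp against 26.0 in the longest. So is a high density of STAT92E binding sites as the whole cause. By the paper's counts the longest hyd peak and its flanks had 1.77 sites per kb, and 22 other peaks of S1 Table had more, with at most 1420 ChIP reads against 135371.

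The input at hyd was high too, with 66.6 normalized reads per kb, against a median of 2.18 for the other 1198 arm peaks, of which 4 had at least as many. ChIP reads carried over into the input library at a constant share do not reach this level. Peak 1, with no input read, limits such a share to 0.0438% of the ChIP reads, or 59.3 reads at the longest hyd peak, where 301 were found. More copies of this DNA in both libraries is a hypothesis that stays open. The 66.6 reads per kb are the observation that prompted it and do not test it. Copies alike in both libraries would raise the input reads too, so by themselves they would not explain the enrichment over input. Whether they explain the number of ChIP reads, given an enrichment like that of other peaks, is open. The 4 hyd peaks had 449.7, 299.6, 116 and 76.0 ChIP reads per input read. The 2 lower values lay within the range of 30.4 to 136 of the 122 other arm peaks with more than 3 input reads, and the 2 higher values lay above it. The top of this range, at a pnt peak, rests on 2.51 normalized input reads, so the range is a loose standard. For the remaining 1076 arm peaks the low input gives only a lower bound, so ratios as high as those of hyd are not excluded elsewhere. Binding of STAT92E, or DNA that entered the libraries in unequal amounts, may have raised the ratio, and no value of the list separates them.

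The wdp peak with the highest rank lies in the BS1 fragment, which the paper does not name among the reporters whose activity increased on addition of Upd-expressing cells. Of the reporters the paper names, BS2 contains 2 listed peaks, and BS3 and BS4 contain none. Fig 1A marks a peak over BS4 at a looser threshold than that of the list, so it need not be in the list.

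Of the 55 peaks of S1 Table outside hyd, 47 have a window of the peak and 500 bp on each side that overlaps no other window of the table. These 47 windows had 94 STAT92E binding sites by the paper's counts, a mean of 2 per window (95% bootstrap interval over windows 1.57 to 2.47, 10000 draws). Under independent bases, the composition that makes these sites most frequent (66.7% A and T) gives 1.23 per window. Base composition alone is thus argued against, as far as bases are independent. Whether the genes were chosen for the table by their sites is open, since 1428 peaks of the list have no count of sites in it, so the difference cannot be told apart from this selection.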
